# A novel bZIP protein, Gsb1, is required for oxidative stress response, mating, and virulence in the human pathogen *Cryptococcus neoformans*

**DOI:** 10.1038/s41598-017-04290-8

**Published:** 2017-06-22

**Authors:** Seon Ah Cheon, Eun Jung Thak, Yong-Sun Bahn, Hyun Ah Kang

## Abstract

The human pathogen *Cryptococcus neoformans*, which causes life-threatening meningoencephalitis in immunocompromised individuals, normally faces diverse stresses in the human host. Here, we report that a novel, basic, leucine-zipper (bZIP) protein, designated Gsb1 (general stress-related bZIP protein 1), is required for its normal growth and diverse stress responses. *C. neoformans gsb1*Δ mutants grew slowly even under non-stressed conditions and showed increased sensitivity to high or low temperatures. The hypersensitivity of *gsb1*Δ to oxidative and nitrosative stresses was reversed by addition of a ROS scavenger. RNA-Seq analysis during normal growth revealed increased expression of a number of genes involved in mitochondrial respiration and cell cycle, but decreased expression of several genes involved in the mating-pheromone-responsive MAPK signaling pathway. Accordingly, *gsb1*Δ showed defective mating and abnormal cell-cycle progression. Reflecting these pleiotropic phenotypes, *gsb1*Δ exhibited attenuated virulence in a murine model of cryptococcosis. Moreover, RNA-Seq analysis under oxidative stress revealed that several genes involved in ROS defense, cell-wall remodeling, and protein glycosylation were highly induced in the wild-type strain but not in *gsb1*Δ. Gsb1 localized exclusively in the nucleus in response to oxidative stress. In conclusion, Gsb1 is a key transcription factor modulating growth, stress responses, differentiation, and virulence in *C. neoforman*s.

## Introduction

Infection of the central nervous system with a basidiomycete fungal pathogen, *Cryptococcus neoformans*, can lead to cryptococcal meningitis (CM), killing hundreds of thousands of people annually, especially immunocompromised patients. Nearly 1 million cases of HIV/AIDS-associated CM occur annually worldwide, causing nearly 625,000 deaths within three months of diagnosis; the majority of CM cases occur in sub-Saharan Africa^1^. Although the introduction of highly active antiretroviral therapy (HAART) has decreased the death rate in HIV/AIDS patients with cryptococcal infection in developed countries, CM is still a major problem in third-world countries with high HIV prevalence^1–3^. *C. neoformans* is found in nature, e.g., in soil, trees, and bird guano. During the progression of infection, *C. neoformans* encounters a number of stressors, such as temperature fluctuations, oxidative and osmotic stresses, nutrient limitation, physiological pH, and high CO_2_ levels in the human host^4^. Therefore, the ability to sense, respond, and adapt to host stressors is crucial for survival and proliferation of this opportunistic pathogen^4^.

*C. neoformans* has evolutionarily conserved and distinct signaling pathways to counteract various environmental/host stressors. These pathways include high-osmolarity glycerol response, Ras/cAMP/protein kinase A (PKA), Rim101, Ca^2+^/calcineurin, target of rapamycin (TOR), protein kinase C (PKC), and the unfolded protein response (UPR)^5–13^. External stressors can activate specific signaling pathways through specific receptors or sensors that then relay their signals by engaging some other downstream signaling molecules. This leads to the activation and expression of a group of target genes via one or many specific transcription factors (TFs). Among TF families, the basic, leucine-zipper (bZIP) family is one of the largest and the most conserved family of proteins that play crucial physiological roles in various eukaryotes. The bZIP domain generally contains 60–80 amino acids, and a basic region for DNA binding and nuclear translocation, followed by a leucine-zipper motif for dimerization^14^. Several stress-associated *C. neoformans* TFs, such as Yap1, Yap4, Atf1, HapX, and Hxl1, were previously classified as bZIP proteins^13, 15–17^. A recent systematic, functional analysis of *C. neoformans* TFs revealed that among 178 analyzed putative TFs, 12.7% harbor the bZIP domain^18^. The cryptococcal bZIP TFs characterized so far are reportedly involved in cellular responses to oxidative, osmotic, and endoplasmic reticulum (ER) stresses as well as several biological functions, including iron uptake or storage, sexual development, high-temperature growth, drug resistance, and virulence. More recently, a unique bZIP TF, named Bdr1, was shown to regulate resistance to gamma radiation in *C. neoformans* by controlling expression of the DNA-damage response genes^19^.

In this study, we constructed a set of *C. neoformans* null-mutant strains lacking the putative bZIP proteins, which were previously shown *in silico* to harbor the bZIP domain similar to that of Hac1/Xbp1 homologs^13^, the bZIP transcriptional factors controlling the UPR pathways in eukaryotes. We then assessed the growth phenotype of the mutant strains under several stress conditions. We report that a novel bZIP protein, designated general stress-related bZIP protein 1 (Gsb1), is involved in growth, sexual differentiation, and responses to diverse stresses, particularly against oxidative stresses, and is required for potent virulence of *C. neoformans*. Based on the transcriptome profiling and growth phenotypes, such as mitochondrial dysfunction and abnormal cell division, of the *gsb1*Δ mutant strain, we propose that Gsb1 is a major regulator required for responses to oxidative stress and during other developmental processes, including mating and cell cycle.

## Results

### A novel *C. neoformans* bZIP protein, Gsb1, is involved in diverse stress responses

In a previous study on UPR mediated by the Hxl1 bZIP TF in *C. neoformans* ^13^, we identified four other open-reading frames (ORFs) (CNAG_00871, CNAG_03976, CNAG_07560, and CNAG_07940) as putative Hac1/Xbp1 homologs, but with low similarity in the bZIP domain. These proteins have an N-terminal bZIP domain (Supplementary Fig. S1a), except for CNAG_03976, and they all show slightly different expression levels under ER stress conditions^13^. To investigate whether CNAG_00871, CNAG_03976, CNAG_07560, and CNAG_07940 play any roles in the *C. neoformans* UPR, we disrupted every ORF by a *NAT*-resistance marker on the background of the *C. neoformans* H99 serotype A, and obtained some deletion mutants for CNAG_00871, CNAG_07560, and CNAG_07940, but not CNAG_03976. We confirmed the correct deletion of the targeted bZIP genes by using Southern blotting (Supplementary Fig. S2). Then, we analyzed two independent mutants of each gene for their sensitivity to ER stressors and heat stress, which are the two major UPR-dependent phenotypic traits (Supplementary Fig. S1b). Unlike the UPR mutants (*ire1*Δ and *hxl1*Δ)^13^, the deletion mutants of CNAG_00871, CNAG_07560, and CNAG_07940 did not show any increased sensitivity to tunicamycin and DTT compared to the wild-type (WT) strain, indicating that the three bZIP proteins were not involved in the ER stress responses. Notably, however, the CNAG_07560 deletion mutant showed apparently slow growth even under a non-stressed condition (YPD medium at 30 °C) and increased sensitivity to high (39 °C) or low (16 °C) temperature (Supplementary Fig. S1b).

To further explore physiological roles of the bZIP proteins, we investigated growth phenotypes of the bZIP mutants on solid media containing various stress-causing reagents, including cell-wall stressors—Congo red (CR), SDS, and caffeine; oxidative stressors—diamide and H_2_O_2_; and osmotic stressors—KCl and NaCl (Supplementary Fig. S1c). While the deletion mutants of CNAG_00871 and CNAG_07940 displayed growth phenotypes almost identical to that of the WT strain, the CNAG_07560 deletion mutant showed high sensitivity to oxidative, osmotic, and cell-wall stressors. These results indicated that the bZIP protein encoded by CNAG_07560 is required for both normal growth and stress responses in *C. neoformans*. Therefore, CNAG_07560 was named a general stress bZIP protein 1 (Gsb1) in *C. neoformans*. Notably, compared to the *cac1*Δ, *cna1*Δ, *cpk1*Δ, *hog1*Δ, and *mpk1*Δ mutant strains, which reportedly are highly sensitive to oxidative stress (Supplementary Fig. S1c), the *gsb1*Δ mutant showed the highest sensitivity to oxidative stress.

### A scavenger of reactive oxygen species reverses the hypersensitivity of *gsb1*Δ to oxidative stress

We further investigated the hypersensitivity of the *gsb1*Δ mutant to oxidative stress by assessing its growth in the presence of additional oxidative stressors—CdSO_4_, menadione, and *tert*-butyl-hydrogen peroxide, and nitrosative stressors—NaNO_2_ and hydroxyurea. The *gsb1*Δ mutant exhibited hypersensitivity to all the tested oxidative and nitrosative stressors (Fig. 1a), indicating that Gsb1 plays a general role in anti-oxidative and anti-nitrosative stress responses. The growth defects of the *gsb1*Δ mutant were fully restored by reintroduction into its native locus of the WT allele of *GSB1* gene, encoding Gsb1 tagged with human influenza hemagglutinin (HA) at its C-terminus, Gsb1^HA^ (Fig. 1). Expression of Gsb1^HA^ was confirmed by western blotting using the anti-HA antibody (Supplementary Fig. S3). Interestingly, although Gsb1 is composed of 403 amino acids with an expected size of 46 kDa, Gsb1^HA^ was detected at an apparent molecular weight of ~70 kDa. Gsb1 is predicted to have 21 putative phosphorylation sites by *in silico* analysis using NetPhosYeast 1.0^20^, but the phosphatase treatment experiment suggested that the increased molecular weight of Gsb1 was not attributed to phosphorylation (Supplementary Fig. S3). The sensitivity of the *gsb1*Δ mutant to heat, osmotic, and cell-wall stressors was also reversed by expression of Gsb1^HA^ (Fig. 1b), verifying its pleiotropic roles.

**Figure 1:**
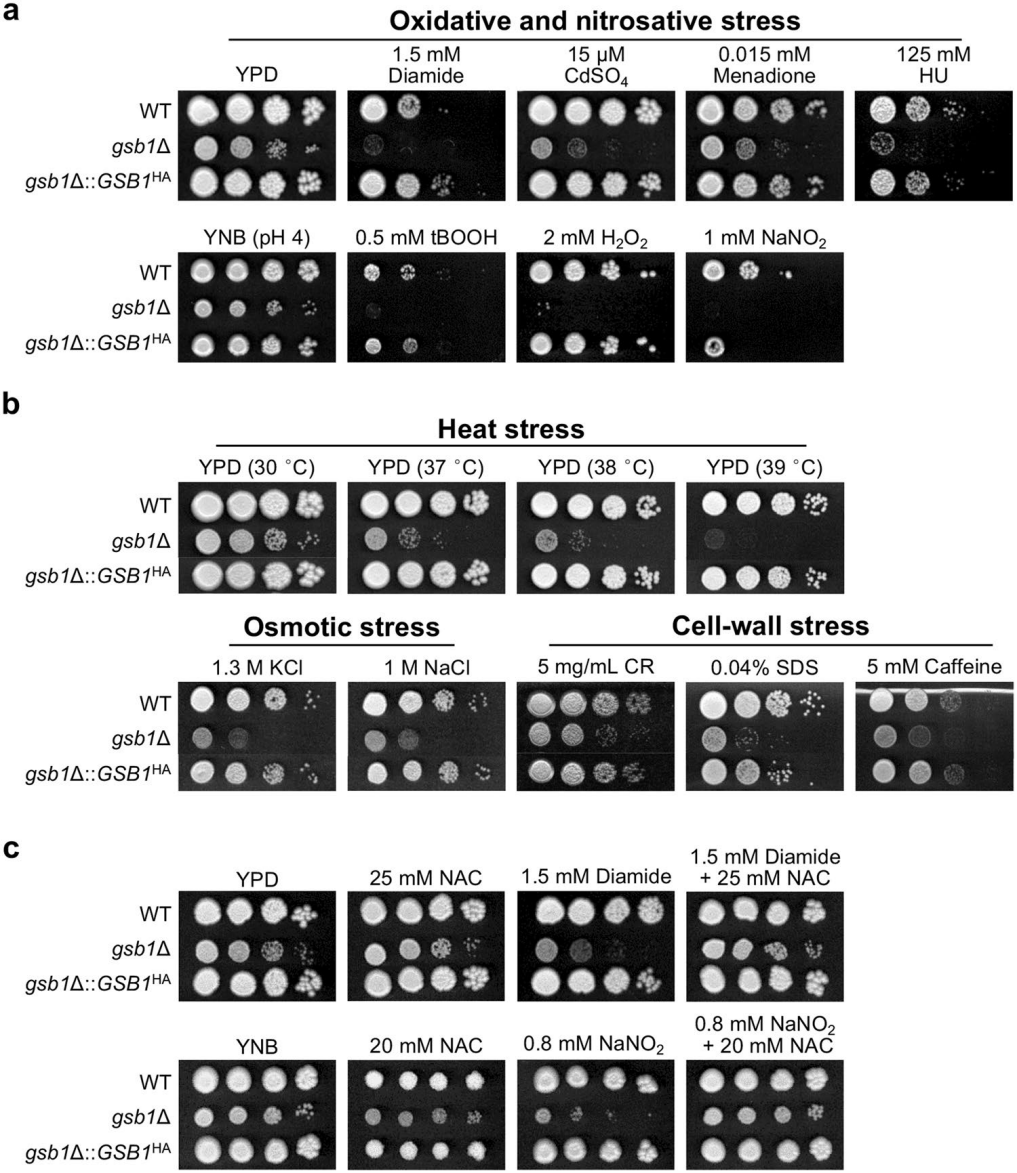
Growth phenotype of the *C. neoformans gsb1*Δ mutant strain under various stress conditions. (**a**) Spotting analysis of *C. neoformans gsb1*Δ strain in the presence of various oxidative stressors. Hydroxyurea (HU); *Tert*-butyl-hydrogen peroxide (tBOOH). (**b**) Spotting analysis of *C. neoformans gsb1*Δ strain under heat stress (37, 38, 39 °C), osmotic stress (KCl, NaCl) and cell-wall stress (Congo Red:CR, SDS, caffeine) conditions. (**c**) Effect of a ROS scavenger, N-acetyl-L-cysteine (NAC), on the growth of *gsb1*Δ strain under oxidative stress conditions. Wild-type H99 strain (WT); *gsb1*-null mutant strain (*gsb1*Δ); the *gsb1*Δ strains complemented with expression of the C-terminal HA tagged Gsb1 (*gsb1*Δ*::GSB1* ^HA^). For spotting analysis, *C. neoformans* cells, grown in YPD overnight, were washed in distillated water twice, diluted serially, and spotted on YPD or YNB media containing the reagents at the indicated concentrations, and then incubated for 4 days at 30 °C.

Next, we tested the possibility that Gsb1’s loss of function may cause elevation of intracellular reactive oxygen species (ROS) levels, leading to such hypersensitivity to oxidative stressors. Indeed, addition of the ROS scavenger N-acetyl-L-cysteine restored the normal growth of the *gsb1*Δ mutant under oxidative and nitrosative stress conditions (Fig. 1c). These results strongly indicated that Gsb1 might contribute to the detoxification of ROS or reactive nitrogen species and protect *C. neoformans* against such stressors.

### Gsb1 is associated with mitochondrial function

Mitochondria are a major source of ROS, which directly target the mitochondrial lipids and the complexes of the electron transport chain (ETC)^21^. *S. cerevisiae* mitochondrial mutant strains, either having defective respiration or overproducing ROS, cannot grow on non-fermentative carbon sources, which mitochondria-dependent respiration essentially uses for cellular growth^22, 23^. Interestingly, more severe growth defects were observed in the *gsb1*Δ mutant grown on non-fermentative carbon sources, such as glycerol, ethanol, and sodium acetate (Fig. 2a), indicating that Gsb1 might be involved in mitochondrial function required for growth on such carbon sources. We thus examined whether the growth of the *gsb1*Δ mutant could be influenced by inhibitors of mitochondrial ETC (Fig. 2b). Compared to the WT strain, the *gsb1*Δ mutant was almost similarly sensitive to ETC inhibitors, such as antimycin B (Complex III inhibitor), FCCP (uncoupler of electron transport from oxidative phosphorylation), oligomycin (ATP synthase inhibitor), and rotenone (Complex I inhibitor). The majority of cryptococcal mutants with reduced respiration rates were reportedly hypersensitive to hypoxia-mimicking agents, such as cobalt chloride (CoCl_2_), or low-oxygen conditions^24^. No difference in growth was observed between the WT and *gsb1*Δ mutant in the presence of CoCl_2_ in culture, further suggesting that the *gsb1*Δ mutant does not have defective respiration (Fig. 2c). Notably, however, the *gsb1*Δ mutants were found to be resistant to paraquat, a superoxide generator, at a level that induced hypersensitivity in the WT strain (Fig. 2c). *S. cerevisiae* mutants with mitochondrial dysfunction, such as defective respiration or defective mitochondrial carriers, are shown to resist paraquat^25, 26^. Thus, our results suggest that the mitochondrial dysfunction of the *gsb1*Δ mutant partly results from abnormal function of mitochondrial carriers.

**Figure 2:**
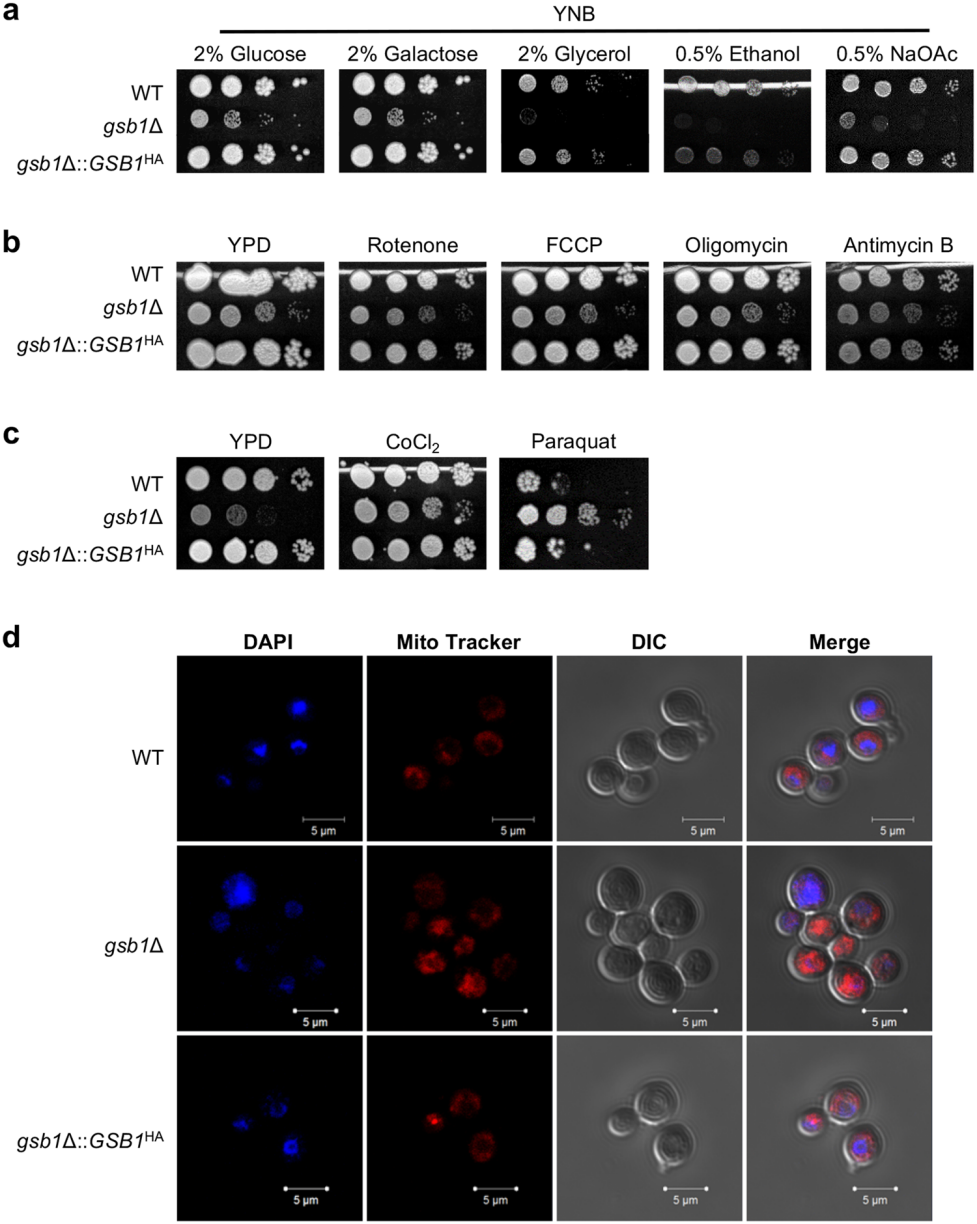
Analysis of mitochondrial function and integrity in the *gsb1*Δ strain. (**a**) Growth analysis on non-fermentable carbon sources. Strains were spotted on the synthetic minimal media containing glucose (2%), galactose (2%), glycerol (2%), ethanol (0.5%), or sodium acetate (0.5%) as carbon source. (**b**) Growth analysis of *gsb1*Δ in the presence of inhibitors of mitochondrial ETC. Yeast cells were spotted on YPD plates containing the indicated ETC inhibitors, such as rotenone (1 mg/mL), FCCP (0.5 μg/mL), oligomycin (10 μg/mL), and antimycin B (1 μg/mL). (**c**) Growth analysis of *gsb1*Δ in the presence of hypoxia-mimicking or ROS-generating reagents. Yeast cells were spotted on YPD plate containing CoCl_2_ (0.7 mM) or paraquat (0.5 mM). All plates were incubated at 28 °C for 4 days. (**d**) Staining analysis of mitochondria. *C. neoformans* cells were grown to early log phase and subjected to confocal microscopy. Nuclei were stained with DAPI and mitochondria were labeled with MitoTracker Red CMXRos.

By staining with the MitoTracker dye (CMXRos), we assessed whether mitochondrial integrity was compromised in the *gsb1*Δ mutant. Interestingly, the *gsb1*Δ mutant accumulated the MitoTracker dye more than the WT strain, and this over-accumulation was reversed by Gsb1^HA^ expression (Fig. 2d). Because the MitoTracker passively diffuses across the plasma membrane and then accumulates in active mitochondria in a potential-dependent manner^27, 28^, we speculate that the mitochondrial membrane potential in the *gsb1*Δ mutant might be higher than that in the WT strain. Altogether, our results suggest that the dysfunctional mitochondrial metabolism in the *gsb1*Δ mutant might partly result from the combined effect of an over-activated ETC, generating excess ROS, and defective ROS detoxification in the absence of functional Gsb1.

### Comparative transcriptome profiling of WT and *gsb1*Δ strains

As indicated by spotting analysis in Supplementary Fig. S1, *GSB1* disruption resulted in retarded cell growth: two-fold slower growth rate of *gsb1*Δ than that of the WT strain was observed during exponential phase even under normal growth conditions on YPD (Fig. 3a). To identify the downstream genes whose expression levels are affected by the absence of Gsb1 under normal growth conditions, we carried out RNA-Seq analysis and compared the transcriptome profile of the WT and the *gsb1*Δ mutant cultivated in YPD up to the early exponential growth phase (Fig. 3b). 

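An RNA-Seq library of the WT H99 strain and an RNA-Seq library of the *gsb1*Δ mutant were sequenced after growth in YPD, a rich medium of yeast extract, peptone and dextrose. There was 1 library per condition, so the spread between cultures is unknown and no value could be checked against replicates. The authors mapped the reads to the H99 reference genome with CLC Genomics Workbench and deposited, for each of 6980 genes on 14 nuclear chromosomes and the mitochondrial chromosome, the RPKM (reads on the exons of a gene divided by the exon length and by the reads of the library) and the reads counted on the gene. The gene reads totalled 35598354 in the WT strain and 38794011 in the *gsb1*Δ mutant, and the median gene had 1769 and 2226 exon reads. The product of RPKM, exon length and library total was a whole number for 100% of the genes, which gave the exon reads behind each RPKM. Strains were compared by the ratio of their RPKM values, without a pseudocount, for genes with a value above 0 in both samples. The 95% confidence intervals (CI) of these ratios are Clopper-Pearson intervals from the exon reads of the 2 libraries. They cover counting error only, because reads without molecular identifiers are not independent molecules, and they compare libraries rather than conditions. The deleted gene was examined first as a check of the sample labels. *GSB1* (CNAG_07560, chromosome 3, 1206774 to 1208099) had an RPKM of 27.0 (95% CI 25.5 to 28.6, 1188 reads) in the WT strain and of 0.754 (95% CI 0.531 to 1.04, 37 reads) in the *gsb1*Δ mutant, a log2 ratio of −5.16 (95% CI −5.68 to −4.69). With median-of-ratios scaling, which sets the median gene of the 4 samples to the same level, the values were 19.1 and 0.496.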

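Of the 6955 genes with an RPKM above 0 in both YPD samples, 497 had a ratio of *gsb1*Δ mutant to WT above 2 and 272 had a ratio below 0.5, which are 7.12% and 3.90% of the listed genes. The interval of the ratio excluded 1 for 477 and 264 of them, and 13 had fewer than 10 reads in both samples. The fold threshold moved these counts most. With a threshold of 1.5 there were 1306 upregulated and 643 downregulated genes. With median-of-ratios scaling there were 390 and 329, and with TMM scaling 367 and 350. The size of the excess of upregulated genes thus depends on the scaling. Across all genes compared, the median log2 ratio was 0.14. On chromosome 3, which carries 8.55% of the nuclear genes, the median log2 ratio was 0.48, and 81 of the upregulated genes (16.3%) lie there. Among genes with an RPKM of at least 5 in the higher sample, the largest rises were those of CNAG_07644 (chromosome 6, 783589 to 784343), with a log2 ratio of 4.47 (95% CI 2.86 to 6.78) from 74 reads in the *gsb1*Δ mutant and 3 in the WT strain, CNAG_03759 (chromosome 2, 725815 to 726195), with 3.81 (95% CI 3.45 to 4.18), and CNAG_03461 (chromosome 8, 1006878 to 1007802), with 3.43 (95% CI 3.17 to 3.70). CNAG_05310 and CNAG_07528 followed, with log2 ratios of 3.22 and 2.97. The largest fall after that of *GSB1* was that of CNAG_02777 (chromosome 3, 785007 to 787329), whose RPKM was 382 in the WT strain and 30.2 in the *gsb1*Δ mutant, a log2 ratio of −3.66 (95% CI −3.72 to −3.60). CNAG_00002, CNAG_05161 and CNAG_03454 had log2 ratios of −3.60, −3.20 and −3.08. From genes that changed in both directions, the paper proposes that Gsb1 might serve as a transcriptional activator for some genes and as a repressor for others.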

Under normal conditions, 491 (7.1%) and 274 (4%) genes were upregulated and downregulated, respectively, by more than 2-fold in the *gsb1*Δ mutant compared to that in the WT strain; this indicates that Gsb1 might serve as a transcriptional activator and repressor for different subsets of genes. 

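The 42 genes that Supplementary Table S3 lists from this comparison had a median log2 ratio of 1.17 (95% CI 1.09 to 1.24) between the *gsb1*Δ mutant and the WT strain in YPD, where the interval is the binomial (order-statistic) interval of a median across genes. All 42 were more than 2-fold higher, the criterion by which the study chose them. The median lay above 100% of the medians of 10000 random lists matched on mean expression, which shows no more than that choice. With TMM scaling the median log2 ratio was 1.04. The 21 genes of carbohydrate metabolism had a median of 1.2, the 12 genes of nitrogen compound metabolism 1.14, and the 8 genes under cell cycle 1.09. Where a row of Table S3 named no category, the last one named above it was used, so these groups may be inexact. The largest ratios of the list were those of ND2 (CNAG_09010), with a log2 ratio of 3.01 (95% CI 0.95 to 6.16) from 18 and 2 reads, CNAG_00827 (ribose 5-phosphate isomerase in Table S3, chromosome 1, 2195187 to 2195770), with 2.56 (95% CI 2.09 to 3.05), and CNAG_06666 (a glucan phosphorylase, chromosome 7, 421651 to 425599), with 2.42 (95% CI 2.26 to 2.58). The smallest were those of ATG26 (CNAG_02834, chromosome 3, 654633 to 660837), CNAG_00330 (chromosome 1, 843201 to 845386) and CNAG_05458 (chromosome 14, 363830 to 365248), each with a log2 ratio of 1.01. The GO annotation behind the enrichment analysis was not used here, so the enrichment itself was not computed.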

The gene ontology (GO) enrichment analysis revealed that the expression of some genes involved in autophagy, carbohydrate and nitrogen metabolism, cell cycle, metabolite and energy generation, and mitochondrial organization is significantly increased in the *gsb1*Δ mutant (Supplementary Table S3). 

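The mitochondrial genes named for Fig. S4 had few reads in YPD. Their 12 genes together had 163 exon reads in the WT strain and 443 in the *gsb1*Δ mutant. The log2 ratio of the pooled reads was 1.28 (95% CI 1.02 to 1.55). CO1 (CNAG_09009; mitochondrial chromosome, 19670 to 21256) rose from an RPKM of 1.13 (65 reads) to 2.82 (181 reads), a log2 ratio of 1.32 (95% CI 0.90 to 1.75). CO3 (CNAG_09004) had a log2 ratio of 1.61 (95% CI 0.75 to 2.55), ND5 (CNAG_09006) of 1.23 (95% CI 0.54 to 1.98), ATP6 (CNAG_09008) of 1.26 (95% CI 0.10 to 2.55) and ND2 (CNAG_09010) of 3.01 (95% CI 0.95 to 6.16). CNAG_09002, which encodes apocytochrome b, had a log2 ratio of 1.26 (95% CI 0.45 to 2.13). For CO2 (CNAG_09012) it was 0.46 (95% CI −0.48 to 1.43), for ND4 (CNAG_09005) 1.09 (95% CI −0.17 to 2.49), for ND3 (CNAG_09011) 0.58 (95% CI −1.78 to 3.27) and for ND6 (CNAG_09007) 2.43 (95% CI −0.62 to 7.95), so that a difference in these 4 genes was not detectable at this depth. The same holds for CNAG_09003, which encodes a ribosomal protein and had 1 and 2 reads. ND1 (CNAG_09001) had 0 reads in both YPD samples. The RPKM of 3 reads, taken as the floor for a gene with 0 reads, is 0.146 in the WT strain and 0.131 in the *gsb1*Δ mutant. The median log2 ratio of the 11 genes with a value was 1.26 (95% CI 0.58 to 2.43), above 99.2% of the medians of matched random lists. A pseudocount of 1 RPKM moved this median most, to 0.29. In the same libraries the share of gene reads outside exons at the median nuclear gene was 0.352% in the WT strain and 0.883% in the *gsb1*Δ mutant.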

Notably, a set of mitochondrial genes associated with ETC, such as genes encoding the cytochrome c oxidase subunits (CO1, CO2, CO3), NADH:ubiquinone oxidoreductases (ND4) and dehydrogenases (ND1, ND2, ND3, ND6), and ATP synthase subunit (ATP6), were upregulated in the *gsb1*Δ mutant (Supplementary Table S3), which was validated by qRT-PCR analysis (Fig. S4). These findings agree well with the finding that the *gsb1*Δ mutant was more actively stained with the MitoTracker dye (Fig. 2d). Moreover, expression of genes involved in stress responses, autophagy, and protein modification were higher in the *gsb1*Δ mutant than in the WT strain, indicating that the *gsb1*Δ mutant is chronically under stress (Supplementary Table S3). In contrast, a few other functional genes, which are significantly repressed in the *gsb1*Δ mutant under normal growth conditions, are involved in cell division, macromolecular and ribonucleoprotein complex assembly, ribosome biogenesis, protein folding, translation, and tRNA metabolism. This explains why the *gsb1*Δ mutant exhibits a low growth rate under normal conditions.

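Supplementary Tables S3 and S4 list repressed genes of this comparison only for mating. Of the categories named, protein folding and tRNA metabolism were examined through genes that Supplementary Table S5 lists under protein folding and as aminoacyl-tRNA ligases. In YPD, the 21 genes of protein folding had a median log2 ratio of *gsb1*Δ mutant to WT of −0.31 (95% CI −0.62 to 0.01). The ratio was below 1 for 15 of them and more than 2-fold lower for 2. The median lay above 0.1% of the medians of random lists matched on mean expression. The study chose the genes of Table S5 by their responses to H2O2, which share the YPD values. A fall in the WT strain but not in the *gsb1*Δ mutant by itself favours a ratio below 1 in YPD. The percentile may therefore show no more than that choice. Whether these are the genes behind the categories the paper names is unknown. The 5 aminoacyl-tRNA ligases had a median log2 ratio of −0.34 with a range from −1.10 to 0.38, and 1 of them was more than 2-fold lower. With TMM scaling the medians were −0.44 and −0.47.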

**Figure 3:**
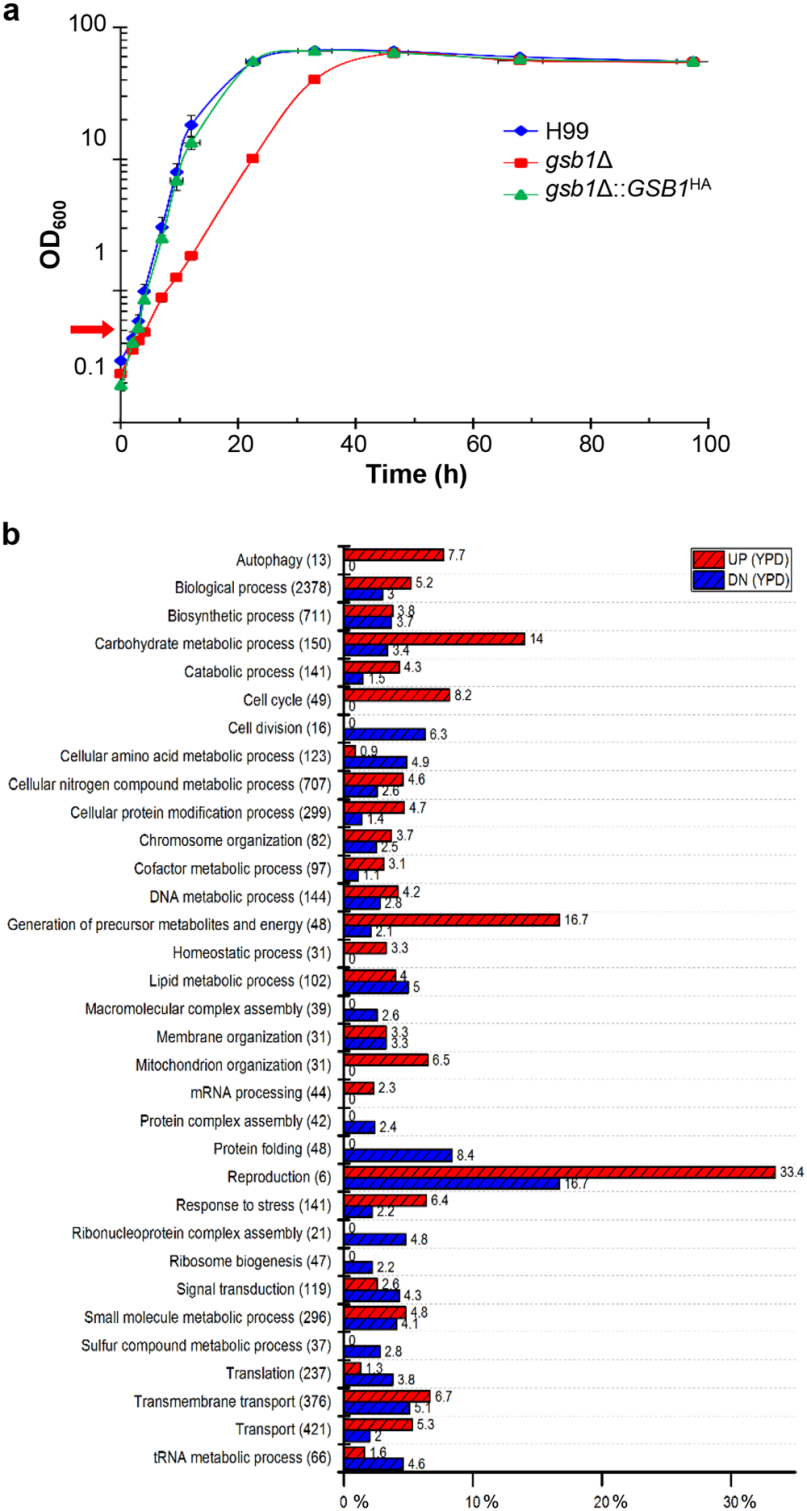
Comparative RNA-Seq analysis of the WT and *gsb1*Δ strains under normal growth condition. (**a**) Time course analysis of *C. neoformans* growth under normal conditions. *C. neoformans* cells were grown in shaker flasks containing complex YPD media at 28 °C for 4 days. (**b**) Gene ontology (GO) enrichment analysis of the differentially expressed genes between WT and *gsb1*Δ strains under normal growth condition. For RNA-Seq analysis, WT H99 and *gsb1*Δ strains were inoculated at OD_600_ = 0.25 in YPD broth and harvested at OD_600_ = 0.5 (early exponential phase). The sampling point was indicated with a red arrow in Fig. 3a. GO enrichment was analyzed using the AgBase^45^ tool, Parenthesis: Total gene number within each functional category, %: percentage of genes showing differential expression.

To understand how Gsb1 regulates anti-oxidative-stress responses and adaptation, we carried out additional transcriptome analysis after treatment with 1 mM H_2_O_2_ for 1 h and compared the differentially expressed genes between the WT and *gsb1*Δ mutants. It was previously reported that hydrogen-peroxide-induced oxidative stress causes transient cytoskeletal actin depolarization and causes vacuole fragmentation in *Saccharomyces cerevisiae*, which are mediated by the MAP kinase Slt2^29^. 

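Libraries of the same strains were made after 1 h in YPD with 1 mM H2O2, an oxidant, again with 1 library per condition, and were compared with the YPD libraries and with each other. The authors deposited the same values as for YPD. The gene reads totalled 28870186 in the WT strain and 23886759 in the *gsb1*Δ mutant, and the median gene had 539 and 579.5 exon reads. The 100 genes with the most reads held 41.9% and 37.2% of the reads after H2O2, against 32.3% and 26.6% in YPD. The response of a strain was computed as the log2 ratio of RPKM after H2O2 to RPKM in YPD, with intervals as for the YPD comparison. By the paper's legends the YPD cultures were harvested at a set cell density, while the H2O2 cultures were inoculated into medium with H2O2. Growth stage or handling may therefore differ between the media, and their share in these responses was not tested. In the WT strain, 1365 genes were more than 2-fold induced and 3576 more than 2-fold repressed of the 6925 compared, and the median log2 response was −1.10. In the *gsb1*Δ mutant, 1051 were induced and 3564 repressed of 6944, with a median of −1.05. Of the genes induced in the WT strain 525 were not induced in the *gsb1*Δ mutant, and of those repressed in the WT strain 700 were not repressed in the mutant. Conversely, 211 genes were induced and 688 repressed in the *gsb1*Δ mutant but not in the WT strain. Median-of-ratios scaling moved the counts of induced genes most, to 2339 in the WT strain and 1988 in the *gsb1*Δ mutant by setting the median response near 0. The counts of repressed genes then were 2384 and 1986, so the excess of repressed over induced genes depends on the scaling. Across 6918 genes the responses of the 2 strains had a Pearson r of 0.80 and a Spearman rho of 0.79, where genes are not independent replicates. *GSB1* had an RPKM of 15.4 (95% CI 14.1 to 16.8) in the WT strain and 2.66 (95% CI 2.10 to 3.32, 77 reads) in the *gsb1*Δ mutant after H2O2.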

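The genes that Supplementary Table S5 lists for these panels were chosen by the study for their change, so their medians describe that choice. The 13 genes of cytoskeleton organization (Fig. 4a) had a median log2 response of 0.86 in the WT strain and 0.08 in the *gsb1*Δ mutant, and of the 4 genes more than 2-fold induced in the WT strain 3 were not induced in the *gsb1*Δ mutant. The 16 genes of cell-wall remodeling (Fig. 4b) had a median log2 response of 0.46 in the WT strain and −0.31 in the *gsb1*Δ mutant, and of the 5 genes more than 2-fold induced in the WT strain 4 were not induced in the *gsb1*Δ mutant. The 20 genes of protein glycosylation (Fig. 4c) had a median log2 response of 0.95 in the WT strain and −0.34 in the *gsb1*Δ mutant, and of the 10 genes more than 2-fold induced in the WT strain 8 were not induced in the *gsb1*Δ mutant. The 19 genes of ubiquitin-mediated proteolysis (Fig. 4d) had a median log2 response of 0.89 in the WT strain and 0.27 in the *gsb1*Δ mutant, and of the 9 genes more than 2-fold induced in the WT strain 7 were not induced in the *gsb1*Δ mutant. The response was larger in the WT strain than in the *gsb1*Δ mutant for 13, 14, 19 and 19 genes of the respective panels. The median difference between the responses was 0.93, 1.31, 1.26 and 0.67 on the log2 scale. Scaling moved the medians of the single strains most. With median-of-ratios scaling the median response in the *gsb1*Δ mutant was 1.07 for cytoskeleton organization, 0.68 for cell-wall remodeling, 0.65 for protein glycosylation and 1.26 for proteolysis, all above 0, and of the genes more than 2-fold induced in the WT strain 6 of 13, 8 of 13, 10 of 17 and 5 of 18 were not induced in the *gsb1*Δ mutant, so how many genes count as not induced depends on the scaling. The 3 largest WT responses of Table S5 were those of CNAG_04524, a zinc metalloprotease (chromosome 9, 1084902 to 1088177), with a log2 ratio of 3.92 (95% CI 3.85 to 3.99) in the WT strain and 1.13 (95% CI 1.07 to 1.18) in the *gsb1*Δ mutant, CNAG_05411, an endoglucanase (chromosome 14, 238782 to 240914), with 3.57 (95% CI 3.50 to 3.64) and 1.15 (95% CI 1.10 to 1.2), and MNN2, a mannosyltransferase (CNAG_06782, chromosome 2, 51732 to 53552), with 3.51 (95% CI 3.46 to 3.56) and 1.57 (95% CI 1.52 to 1.62).

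**Figure D1:**
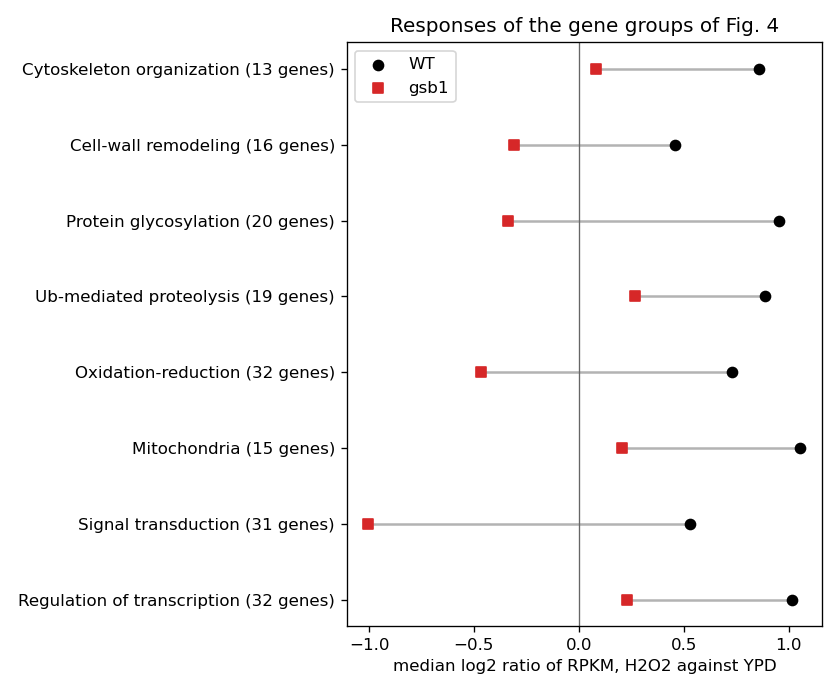
Median log2 ratio of RPKM after H2O2 against YPD (x axis) for the genes of each panel of Fig. 4 (y axis), with circles for the WT strain, squares for the *gsb1*Δ mutant and 1 library per point. The WT medians lie between 0.46 and 1.06 and the *gsb1*Δ mutant medians between −1.0 and 0.27, of which those of cell-wall remodeling, protein glycosylation and oxidation-reduction rise above 0 with median-of-ratios scaling.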

Our RNA-Seq data showed that many genes associated with cellular responses to oxidative stress, such as actin depolymerization, cell-wall remodeling, protein glycosylation, and ubiquitin-dependent proteolysis, were also highly induced in the WT *C. neoformans*, but not in the *gsb1*Δ mutant (Fig. 4a–d). 

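The 32 genes of oxidation-reduction in Supplementary Table S5 (Fig. 4e) had a median log2 response of 0.73 in the WT strain and −0.47 in the *gsb1*Δ mutant, and of the 12 genes more than 2-fold induced in the WT strain 12 were not induced in the *gsb1*Δ mutant. The *gsb1*Δ mutant induced 0 of these genes more than 2-fold and repressed 9 more than 2-fold. The median response of this panel in the *gsb1*Δ mutant was 0.52 with median-of-ratios scaling, above 0, and the *gsb1*Δ mutant induced 2 and repressed 0 of these genes more than 2-fold, so the sign of the median and the repression depend on the scaling, while 30 of 32 genes induced in the WT strain were still not induced. The 15 genes under mitochondria (Fig. 4f) had a median log2 response of 1.06 in the WT strain and 0.21 in the *gsb1*Δ mutant, and of the 9 genes more than 2-fold induced in the WT strain 6 were not induced in the *gsb1*Δ mutant. The *gsb1*Δ mutant induced 3 of them more than 2-fold. Its median response with that scaling was 1.19, and it then induced 10 of them. The list includes 7 of the mitochondrial genes of Fig. S4, which had few reads. *CCP1* (CNAG_01138, chromosome 5, 1102017 to 1103592), the cytochrome c peroxidase of mitochondria, had an RPKM of 144 in YPD and 298 after H2O2 in the WT strain, a log2 response of 1.05 (95% CI 1.00 to 1.09). In the *gsb1*Δ mutant its RPKM was 98.0 and 78.3, a log2 response of −0.32 (95% CI −0.40 to −0.25). After H2O2 the log2 ratio of *gsb1*Δ mutant to WT for *CCP1* was −1.93 (95% CI −2.0 to −1.86). With median-of-ratios scaling the response of *CCP1* in the *gsb1*Δ mutant was 0.66, above 0.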

We also observed that several genes involved in oxidation and reduction, mitochondrial function, and removal of mitochondrial ROS, such as cytochrome c peroxidase (*CCP1*)^30^, were not induced in the *gsb1*Δ mutant (Fig. 4e,f). Moreover, a number of genes involved in signal transduction, particularly Ras and cAMP signaling pathways, and some genes encoding for TFs, such as *RLM1*, *HAP2*, *GAT201*, and *GAT204* (Fig. 4g,h) were significantly differentially expressed between the *gsb1*Δ and WT strains. In contrast, genes associated with protein folding and amino acid metabolism were downregulated in the WT strain, but not in the *gsb1*Δ strain under oxidative stress (Supplementary Fig. S5). 

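The 31 genes of signal transduction in Supplementary Table S5 (Fig. 4g) had a median log2 response of 0.53 in the WT strain and −1.0 in the *gsb1*Δ mutant, and of the 3 genes more than 2-fold induced in the WT strain 3 were not induced in the *gsb1*Δ mutant. In the *gsb1*Δ mutant, 16 of them were more than 2-fold repressed, and all 31 had a larger response in the WT strain. The 32 genes of regulation of transcription (Fig. 4h) had a median log2 response of 1.02 in the WT strain and 0.23 in the *gsb1*Δ mutant, and of the 19 genes more than 2-fold induced in the WT strain 19 were not induced in the *gsb1*Δ mutant. *RLM1* (CNAG_03998, chromosome 2, 1359860 to 1362029) had a log2 response of 1.75 (95% CI 1.66 to 1.83) in the WT strain and 0.55 (95% CI 0.46 to 0.63) in the *gsb1*Δ mutant. *HAP2* (CNAG_07435, chromosome 5, 933522 to 934628) had a log2 response of 1.99 (95% CI 1.87 to 2.11) in the WT strain and 0.24 (95% CI 0.08 to 0.39) in the *gsb1*Δ mutant. *GAT201* (CNAG_01551, chromosome 11, 260444 to 262279) had a log2 response of 1.92 (95% CI 1.81 to 2.03) in the WT strain and 0.80 (95% CI 0.69 to 0.92) in the *gsb1*Δ mutant. *GAT204* (CNAG_06762, chromosome 2, 109097 to 110800) had a log2 response of 1.88 (95% CI 1.79 to 1.97) in the WT strain and 0.85 (95% CI 0.77 to 0.93) in the *gsb1*Δ mutant. These intervals do not overlap between the strains for any of the 4 genes. After H2O2 the log2 ratio of *gsb1*Δ mutant to WT was −0.90 for *RLM1*, −1.66 for *HAP2*, −0.96 for *GAT201* and −0.41 for *GAT204*. Under median-of-ratios scaling the panel medians in the *gsb1*Δ mutant were −0.02 for signal transduction and 1.22 for regulation of transcription, 0 genes of signal transduction were more than 2-fold repressed, and 19 of 20 and 13 of 32 genes induced in the WT strain were not induced in the *gsb1*Δ mutant. *RLM1*, *HAP2*, *GAT201* and *GAT204* then had responses of 1.53, 1.23, 1.79 and 1.84 in the *gsb1*Δ mutant, all more than 2-fold induced, so whether these 4 genes count as induced in the *gsb1*Δ mutant depends on the scaling.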

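The 21 genes of protein folding in Supplementary Table S5 had a median log2 response to H2O2 of −2.40 (95% CI −2.84 to −1.40) in the WT strain and 0.00 (95% CI −0.25 to 0.67) in the *gsb1*Δ mutant. Of these genes 17 were more than 2-fold repressed in the WT strain, 14 of them not in the *gsb1*Δ mutant. The 27 genes of amino acid metabolism had a median of −1.32 (95% CI −2.73 to −0.46) in the WT strain and 0.61 (95% CI −0.20 to 1.38) in the *gsb1*Δ mutant. In the WT strain 14 were more than 2-fold repressed, 13 of them not in the *gsb1*Δ mutant, which induced 10 of the list more than 2-fold. The largest falls in the WT strain were those of *MET5* (CNAG_05070, chromosome 4, 350505 to 356319), with a log2 response of −4.84 (95% CI −4.96 to −4.73), *HSP60* (CNAG_03891, chromosome 2, 1109361 to 1111504), with −4.59 (95% CI −4.67 to −4.52), and *MET3* (CNAG_04215, chromosome 9, 314781 to 316904), with −3.94 (95% CI −4.02 to −3.85). Their log2 responses in the *gsb1*Δ mutant were −0.43, −0.34 and 0.66. With median-of-ratios scaling the panel medians were −1.31 and 0.99 for protein folding and −0.23 and 1.60 for amino acid metabolism, in the WT strain and the *gsb1*Δ mutant, and *MET5* and *HSP60* rose above 0 in the *gsb1*Δ mutant, to 0.56 and 0.65.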

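After H2O2, the genes of oxidation-reduction in Supplementary Table S5 had a median log2 ratio of *gsb1*Δ mutant to WT of −1.25 (95% CI −1.84 to −0.73). Of the 32 genes, 29 were lower in the *gsb1*Δ mutant and 21 were more than 2-fold lower. In YPD the median log2 ratio of the same genes was 0.36 (95% CI −0.10 to 0.73). The median difference between the responses of the WT strain and the *gsb1*Δ mutant was 1.5, and it stayed between 1.33 and 1.60 under all 8 alternatives of filter, pseudocount, scaling and read type. The scalings among them move the difference of every gene by the same amount. The study chose these genes for this contrast in the same libraries, so their values are no separate evidence for it. Of the whole genome, 525 genes were more than 2-fold induced in the WT strain and not in the *gsb1*Δ mutant, while 840 were induced in both strains and 211 in the *gsb1*Δ mutant only. The paper reads its transcriptome data, in which the WT strain induced genes that the mutant did not, as a strong indication of defective expression of genes of antioxidant defense behind the hypersensitivity of the mutant.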

The transcriptome data strongly indicated that the remarkable hypersensitivity of *gsb1*Δ mutant to oxidative stress results from defective expression of a number of genes involved in antioxidant defense.

**Figure 4:**
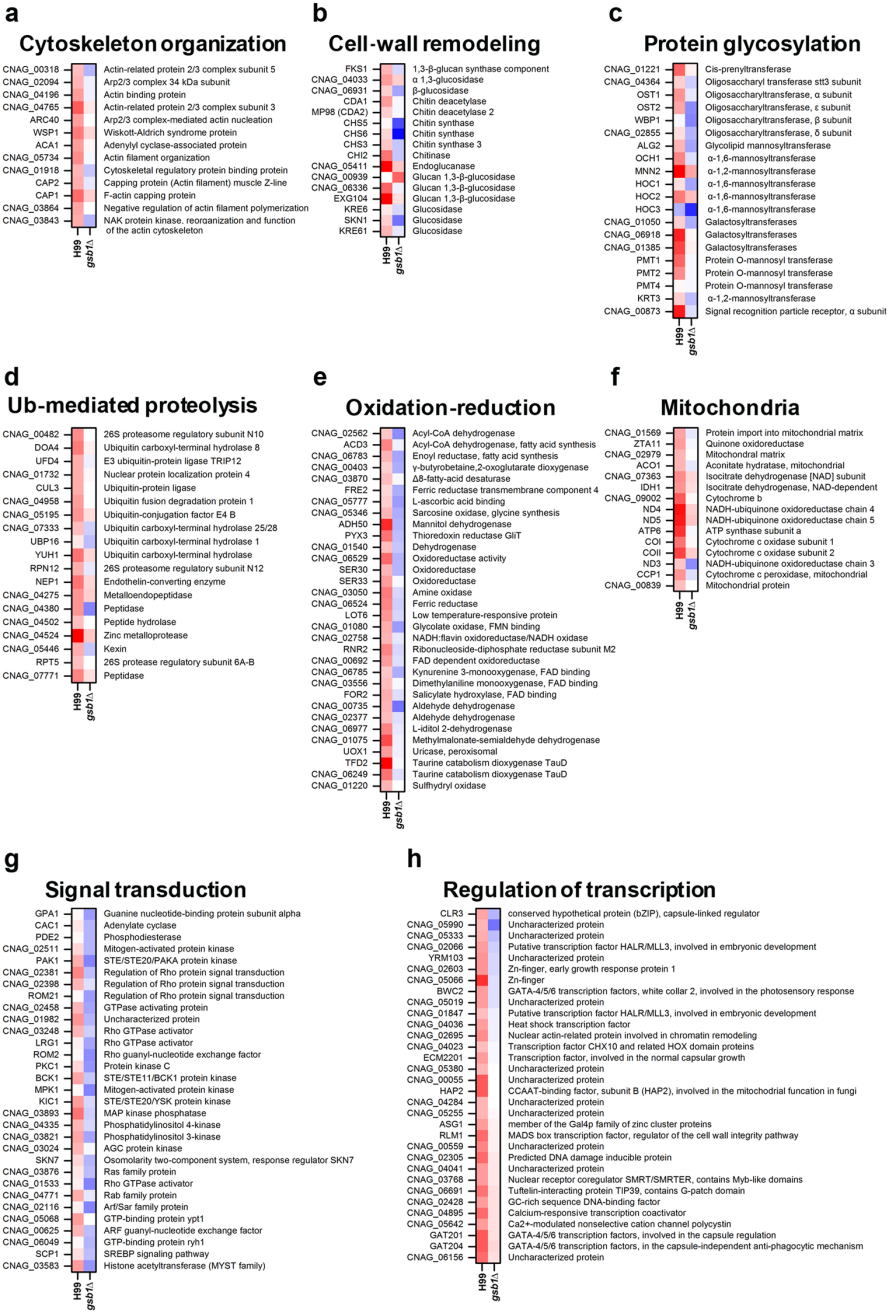
Functional categories of *C. neoformans* genes with differential expression patterns between the WT and *gsb1*Δ strains under oxidative stress. For RNA-Seq analysis under oxidative stress, the WT and *gsb1*Δ strains were inoculated at OD_600_ = 0.25 in YPD containing 1 mM H_2_O_2_. The functional categories of *C. neoformans* genes, which were highly induced in WT but less induced or repressed in *gsb1*Δ, are shown. (**a**) Cytoskeleton organization, (**b**) Cell-wall remodeling, (**c**) Protein glycosylation, (**d**) Ubiquitin (Ub)-mediated proteolysis, (**e**) Oxidation–reduction, (**f**) Mitochondria.

### Gsb1 is involved in cell cycle and mating in *C. neoformans*

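In YPD, *CRG1* (CNAG_00125, chromosome 1, 335372 to 337716) had an RPKM of 7.34 (507 reads) in the WT strain and 3.02 (233 reads) in the *gsb1*Δ mutant, a log2 ratio of −1.28 (95% CI −1.51 to −1.05). *CPK1* (CNAG_02531, chromosome 6, 68671 to 70815) had an RPKM of 11.7 (501 reads) in the WT strain and 3.62 (173 reads) in the *gsb1*Δ mutant, a log2 ratio of −1.69 (95% CI −1.95 to −1.44). *GPA2* (CNAG_00179, chromosome 1, 488572 to 489963) had an RPKM of 18.9 (739 reads) in the WT strain and 4.99 (218 reads) in the *gsb1*Δ mutant, a log2 ratio of −1.92 (95% CI −2.14 to −1.70). *GPR2* (CNAG_01855, chromosome 11, 1100329 to 1101301) had an RPKM of 48.1 (1424 reads) in the WT strain and 25.1 (830 reads) in the *gsb1*Δ mutant, a log2 ratio of −0.94 (95% CI −1.06 to −0.81). The ratio of *GPR2* was 0.522, above the threshold of 0.5, and those of the other 3 genes were below it. Over the 9 mating genes of Supplementary Table S4 the median log2 ratio was −0.94 (95% CI −1.69 to 1.58). Of these, 6 were lower in the *gsb1*Δ mutant and 3 were higher, namely CNAG_07725, *MAT2* (CNAG_06203) and *PAK1* (CNAG_05970), with log2 ratios of 1.13, 1.58 and 2.48. Under the alternatives of filter, pseudocount, scaling and read type the median stayed between −1.07 and −0.90.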

The GO biological process analysis of RNA-Seq data under the normal growth condition indicated that the basal expression of several genes involved in mating-related signaling pathway such as pheromone mitogen-activated protein kinase (MAPK) pathway and cAMP-PKA pathway, including CNAG_00125 (*CRG1*), CNAG_02531 (*CPK1*), CNAG_00179 (*GPA2*), CNAG_00125 (*CRG1*), and CNAG_01855 (*GPR2*)^31^, was significantly decreased in the *gsb1*Δ mutant than in WT. In addition, the basal expression of a TF gene involved in mating (CNAG_03366, *ZNF2*) and a gene coding for a membrane protein (CNAG_05866, *PRM1*) was about two-fold decreased in the *gsb1*Δ mutant than in WT (Supplementary Table S4). 

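*ZNF2* (CNAG_03366, chromosome 8, 760041 to 762877) had an RPKM of 10.5 (812 reads) in the WT strain and 5.78 (500 reads) in the *gsb1*Δ mutant, a log2 ratio of −0.86 (95% CI −1.02 to −0.69). *PRM1* (CNAG_05866, chromosome 7, 1075539 to 1078958) had an RPKM of 14.5 (1692 reads) in the WT strain and 6.57 (857 reads) in the *gsb1*Δ mutant, a log2 ratio of −1.14 (95% CI −1.26 to −1.02). The ratios were 0.552 for *ZNF2* and 0.454 for *PRM1*. With TMM scaling the log2 ratios were −0.99 and −1.27.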

The lower expression of these mating-related genes in the *gsb1*Δ strain under normal condition and during mating process was also confirmed by semi-quantitative RT-PCR analysis (Fig. S6). These results led us to examine whether Gsb1 functions are associated with sexual development in *C. neoformans*. First, we constructed an additional *gsb1*Δ mutant on the serotype A *MAT* **a** KN99 genetic background. The *MAT* **a** *gsb1*Δ mutant exhibited a growth rate and stress sensitivity equivalent to those of the *gsb1*Δ mutant on the *MAT*α H99 background (data not shown). The *gsb1*Δ mutants did not form mating hyphae in unilateral [WT (α or **a**) × *gsb1*Δ (**a** or α)] or bilateral [*gsb1*Δ **a** × *gsb1*Δ α] mating processes on V8 medium, and reintroduction of the WT *GSB1* gene completely restored the mating defect in the *gsb1*Δ mutants (Fig. 5a). These results demonstrated that Gsb1 was necessary for mating processes in *C. neoformans*. We also analyzed the cell-fusion efficiency of the Nat^r^ and Neo^r^ control strains (YSB119: *MAT*α, Nat^r^, and YSB121: *MAT* **a**, Neo^r^) and the *gsb1*Δ mutants (*MAT* **a** and *MAT*α) as previously described^32^. No Nat^r^ Neo^r^ dikaryotic cell fusion products were detected from bilateral pairing between the *gsb1*Δ **a** and *gsb1*Δ α mutant strains. Moreover, cell fusion products were hardly detected from unilateral mating, although a few colonies were generated (Fig. 5b). These results indicated that Gsb1 is required for the initial cell-to-cell fusion processes during mating.

**Figure 5:**
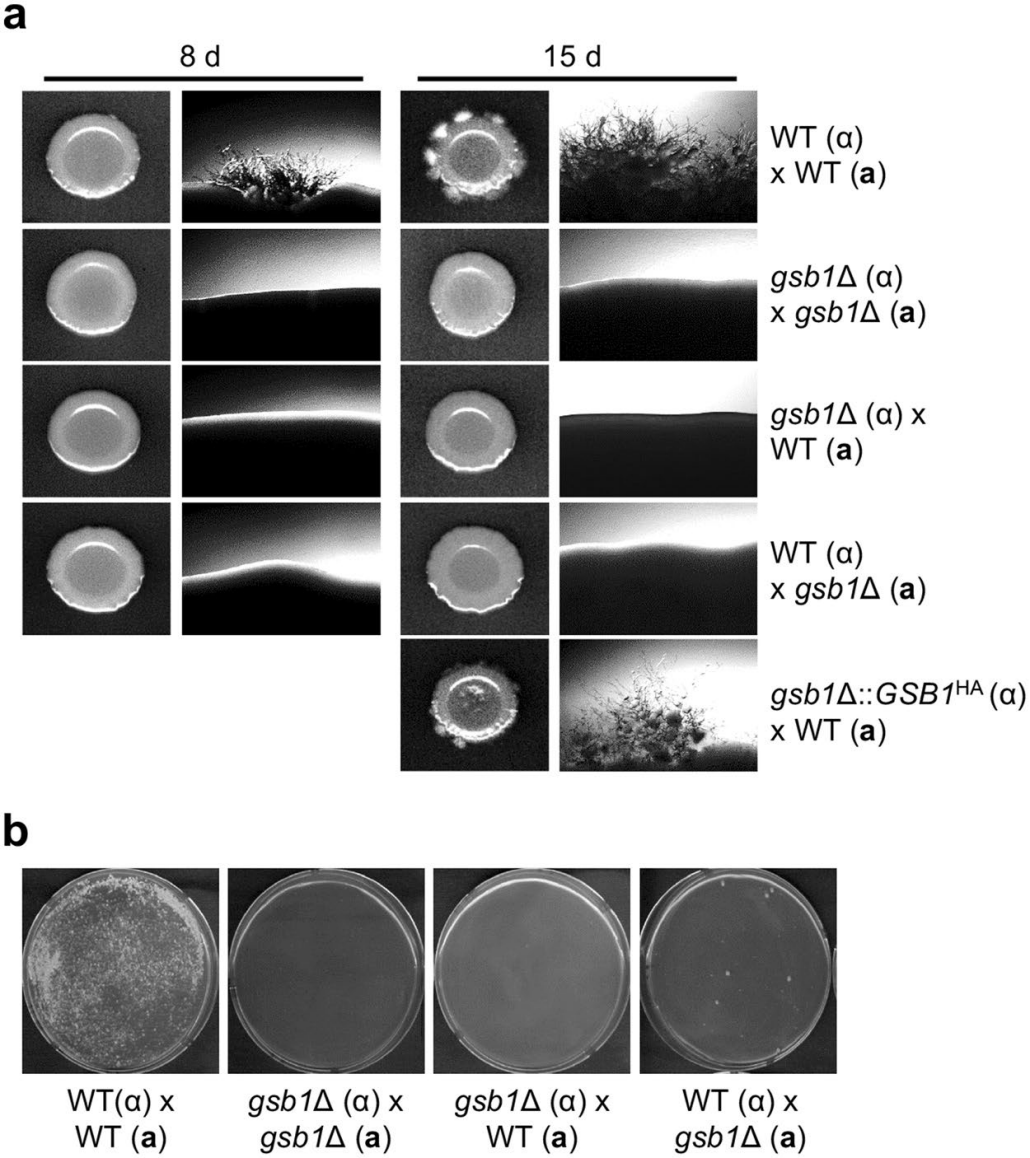
Sexual differentiation analysis of the *gsb1*Δ strains. (**a**) Mating assay. *C. neoformans* cells were initially grown in YPD medium for 16 h at 30 °C. For mating, equal numbers of *MAT*α and *MAT* **a** cells (10^7^ cells/mL) were mixed, spotted on V8 mating medium (pH 5), and incubated in the dark at room temperature. Filamentous growth was photographed using an Axio Scope Z1 microscope equipped with an AxioCam MRm (Carl Zeiss) and scanned. (**b**) Mating cell fusion assay. Cell fusion efficiency was analyzed relative to the control strains [WTα (*NAT*) × WT**a** (*NEO*)] as previously described^32^. The number of cell fusion colonies carrying the selective markers *NAT* and *NEO* was determined after 4 days of incubation at room temperature.

Another interesting point revealed from the RNA-Seq data was the increased expression of several genes involved in the cell cycle, such as CNAG_01037 (meiotic recombination), CNAG_07758 (meiotic cell cycle), CNAG_05771 (DNA checkpoint), and CNAG_02658 (regulation of cyclin-dependent serine/threonine kinase) in the *gsb1*Δ mutant under the normal growth conditions (Supplementary Table S3). 

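In YPD, CNAG_01037 (chromosome 5, 1378488 to 1381283) had an RPKM of 13.3 in the WT strain and 27.3 in the *gsb1*Δ mutant, a log2 ratio of 1.04 (95% CI 0.94 to 1.14). CNAG_07758 (chromosome 9, 120595 to 124965) had an RPKM of 8.41 in the WT strain and 17.9 in the *gsb1*Δ mutant, a log2 ratio of 1.09 (95% CI 0.97 to 1.2). CNAG_05771 (chromosome 7, 823844 to 833154) had an RPKM of 7.53 in the WT strain and 31.5 in the *gsb1*Δ mutant, a log2 ratio of 2.06 (95% CI 2.00 to 2.13). CNAG_02658 (chromosome 3, 1098656 to 1101288) had an RPKM of 29.6 in the WT strain and 63.2 in the *gsb1*Δ mutant, a log2 ratio of 1.09 (95% CI 1.03 to 1.16). With TMM scaling the log2 ratios were 0.90, 0.95, 1.93 and 0.96. CNAG_02658 lies on chromosome 3, where the median log2 ratio of all genes was 0.48 against 0.14 over the genome. The 8 genes read as cell cycle in Supplementary Table S3 had log2 ratios from 1.01 to 3.01, and 3 of them (ND2, ND4 and ND5) are mitochondrial genes of the respiratory chain. Where a row of that table named no category, the last one named above it was used, so the placement of these 3 genes may be inexact.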

To monitor the cell cycle in *C. neoformans*, individual cells at the exponential growth phase were stained using the nuclear stain SYTOX Green and analyzed by flow cytometry. Flow cytometry results indicated abnormal cell cycle in the *gsb1*Δ mutant, which exhibited a decreased cell population in G1/G2 phase while an increase in the S phase under normal growth conditions (Fig. 6). These results indicated that the function of Gsb1 protein may affect the G1–S cell cycle in *C. neoformans*.

**Figure 6:**
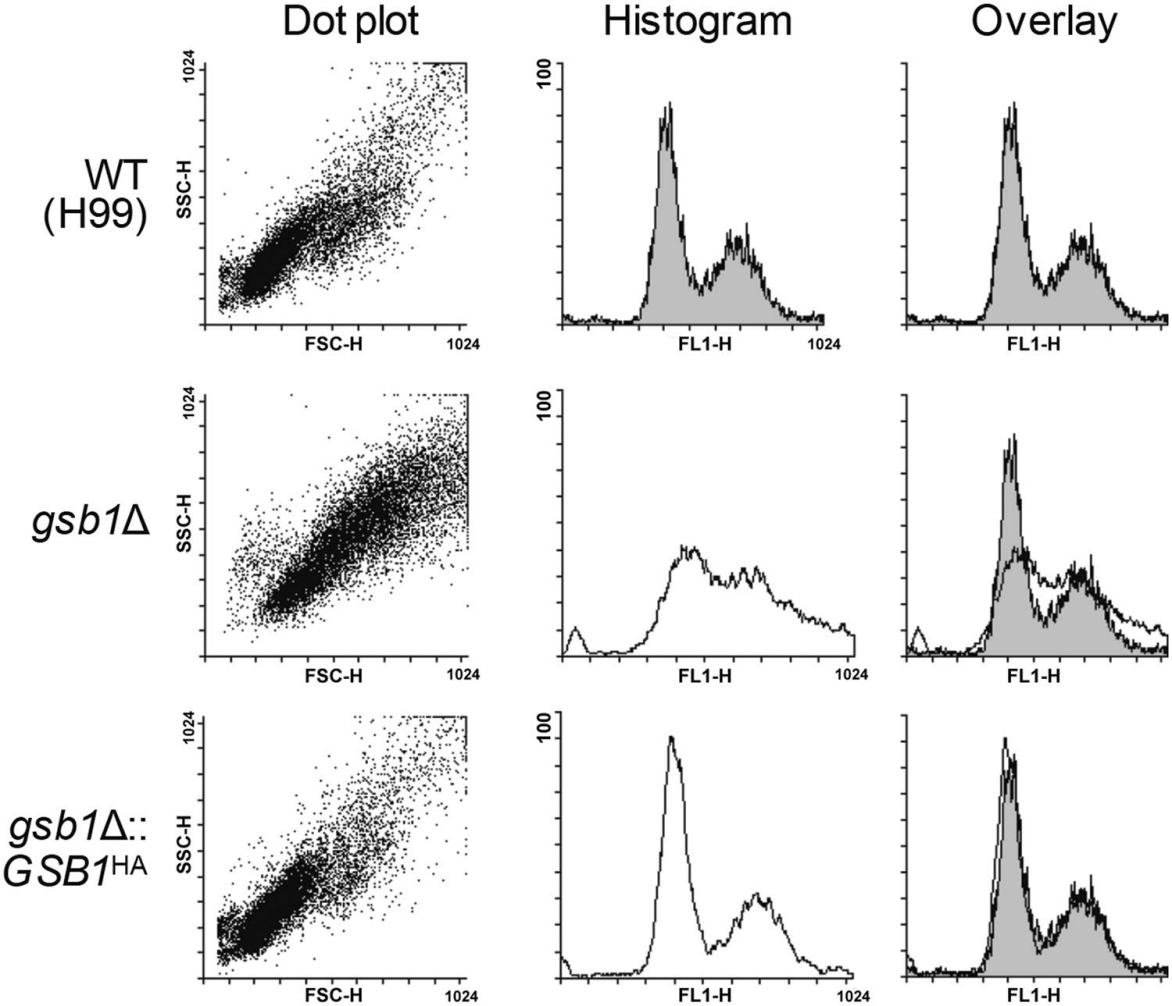
Analysis of cell-cycle progression in *C. neoformans gsb1*Δ. The WT and *gsb1*Δ strains were inoculated at OD_600_ = 0.25 in YPD broth and harvested at OD_600_ = 0.5 (early exponential phase). Flow cytometry was performed using the WT (H99), *gsb1*Δ, or *gsb1*Δ*::GSB1* ^HA^ cells stained with SYTOX. Each dot plot and histogram, and overlay histogram, was plotted representing 10,000 cell events.

### Gsb1 is necessary for full virulence of *C. neoformans*

The growth defects in the *gsb1*Δ mutant and the overall reduced resistance to diverse environmental stresses, such as heat, and oxidative and nitrosative stresses, prompted us to investigate the *gsb1*Δ virulence in a murine model of systemic cryptococcosis established in A/J mice infected by nasal instillation. We found that the *gsb1*Δ mutant had attenuated virulence compared to the WT strain (H99) (Fig. 7a). Virulence was fully restored in the *gsb1*Δ*::GSB1* ^HA^ complemented strain. This result indicated that Gsb1 is necessary for full virulence in mice. Next, we investigated the roles of Gsb1 in the production of other virulence factors such as the antioxidant melanin and the antiphagocytic capsule in *C. neoformans*. The *gsb1*Δ mutant showed delayed melanin production in L-DOPA medium compared to the WT and *gsb1*Δ*::GSB1* ^HA^ complemented strains, and this defect was more pronounced at 37 °C than at 30 °C (Fig. 7b). Furthermore, two independent *gsb1*Δ mutants were shown to be defective in capsule biosynthesis based on both qualitative and quantitative measurements (Fig. 7c). These results suggest that Gsb1 controls melanin and capsule synthesis in *C. neoformans*.

**Figure 7:**
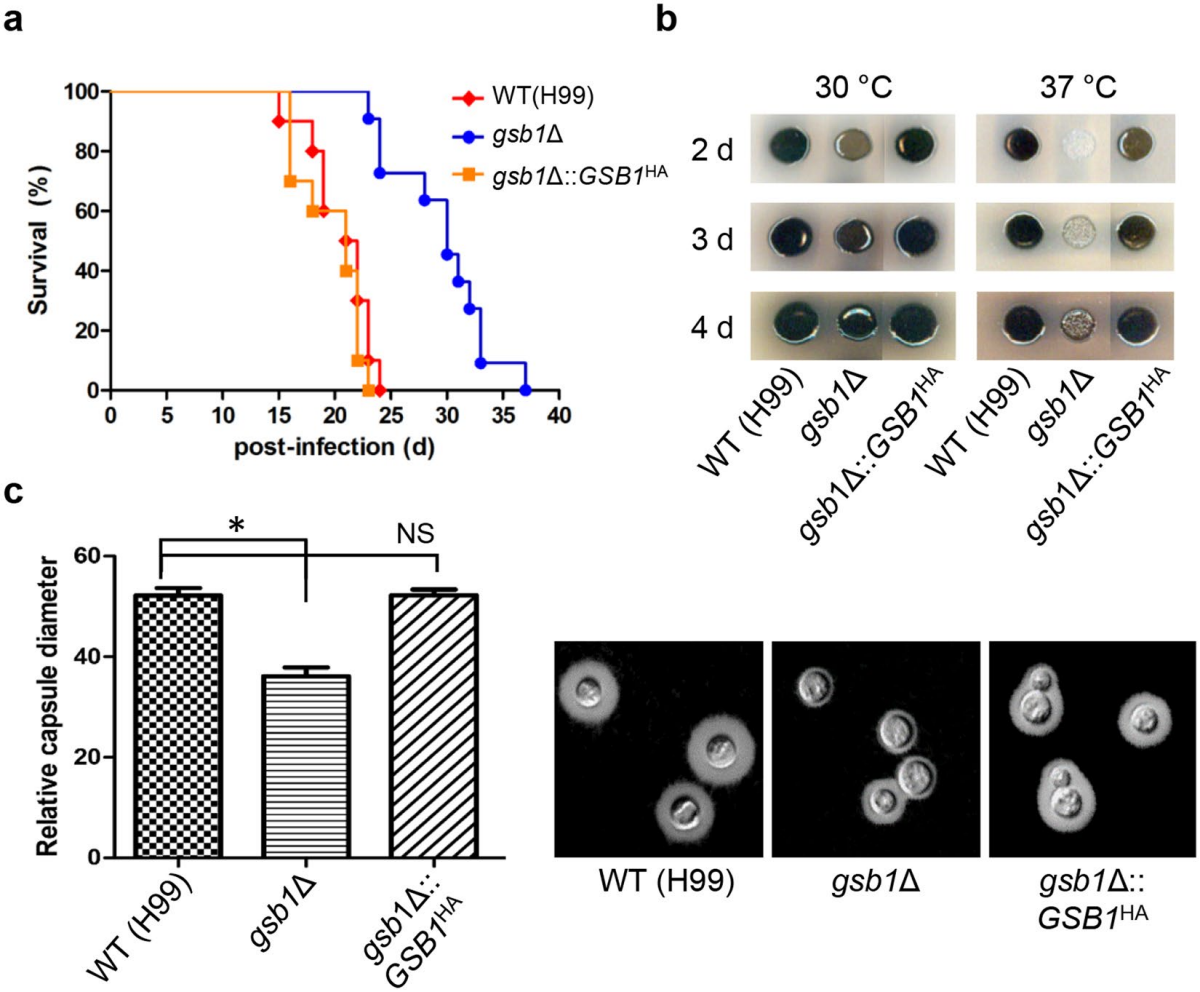
Virulence attributes of *C. neoformans gsb1*Δ mutant strain. (**a**) Virulence analysis of *gsb1*Δ strain. A/JJmsSlc mice were infected with 1 × 10^5^ cells of WT (H99, red diamond), *gsb1*Δ (blue circle), or *gsb1*Δ::*GSB1* ^HA^ complemented strains (orange square) by intranasal instillation. Percent survival (%) was monitored during 6 weeks after infection. P < 0.0001 for WT vs. *gsb1*Δ mutant and P = 0.3406 for WT vs. *gsb1*Δ::*GSB1* ^HA^ complemented strain. (**b**) Melanin analysis. To examine melanin production, cells were spotted on melanin-inducing medium containing l-dihydroxyphenylalanine (100 mg/L) and 0.1% glucose or 1% glucose, and incubated at 30 °C or 37 °C in the dark for 5 days. (**c**) Capsule analysis. Fresh cells on YPD medium were cultured in Sabouraud dextrose medium at 28 °C overnight, washed in 50 mM MOPS buffer (pH 7.3), and inoculated into diluted (1/10) Sabouraud dextrose medium buffered with 50 mM MOPS buffer (pH 7.3) for further incubation at 28 °C or 37 °C for 24 h. Capsule was stained using India Ink (Becton, Dickinson and Company, USA) and visualized using an Axio Scope Z1 microscope equipped with an AxioCam MRm (Carl Zeiss). *P < 0.001 for WT vs. *gsb1*Δ and NS, not significant (P > 0.001) for WT vs. *gsb1*Δ::*GSB1* ^HA^.

### Gsb1 is localized throughout the cell under normal conditions but accumulates exclusively in the nucleus upon oxidative stress

The transcriptional activity of a bZIP protein can be regulated by multiple mechanisms, including phosphorylation, homo- or hetero-dimerization, or subcellular localization^14, 33^. Gsb1 contains a basic DNA-binding region in the bZIP domain as well as a nuclear export signal (NES) sequence (Supplementary Fig. S3a). For subcellular localization analysis, Gsb1 fused with GFP at its C-terminal (Gsb1-GFP) was expressed under the control of its native promoter and terminator in the background of the *gsb1*Δ mutant strain. The Gsb1–GFP protein could fully restore the growth and stress resistance phenotypes of the *gsb1*Δ mutant (data not shown), implying that the Gsb1–GFP fusion protein was functional *in vivo*. *C. neoformans* cells in the early exponential phase, cultivated under nonstressed conditions or under oxidative stress induced by 3.5 mM H_2_O_2_ treatment for 1 h, were analyzed by a confocal microscope. The *gsb1*Δ strain expressing the Gsb1–GFP fusion construct (*gsb1*Δ::Gsb1–GFP) exhibited green fluorescent signals throughout the cytoplasm and the nucleus (Fig. 8a). We observed that the green fluorescent signals in the *gsb1*Δ::Gsb1–GFP strain became more condensed at the nucleus by H_2_O_2_ treatment (Fig. 8b; Supplementary Fig. S7), indicating that subcellular localization of Gsb1 is modulated by stress signals. We may speculate that despite the presence of NES, some portion of Gsb1 proteins should remain in the nucleus for its basal roles in cell growth under normal conditions, while most portions of Gsb1 proteins should be localized into the nucleus under oxidative conditions to play key roles in the cellular defense responses by *C. neoformans*.

**Figure 8:**
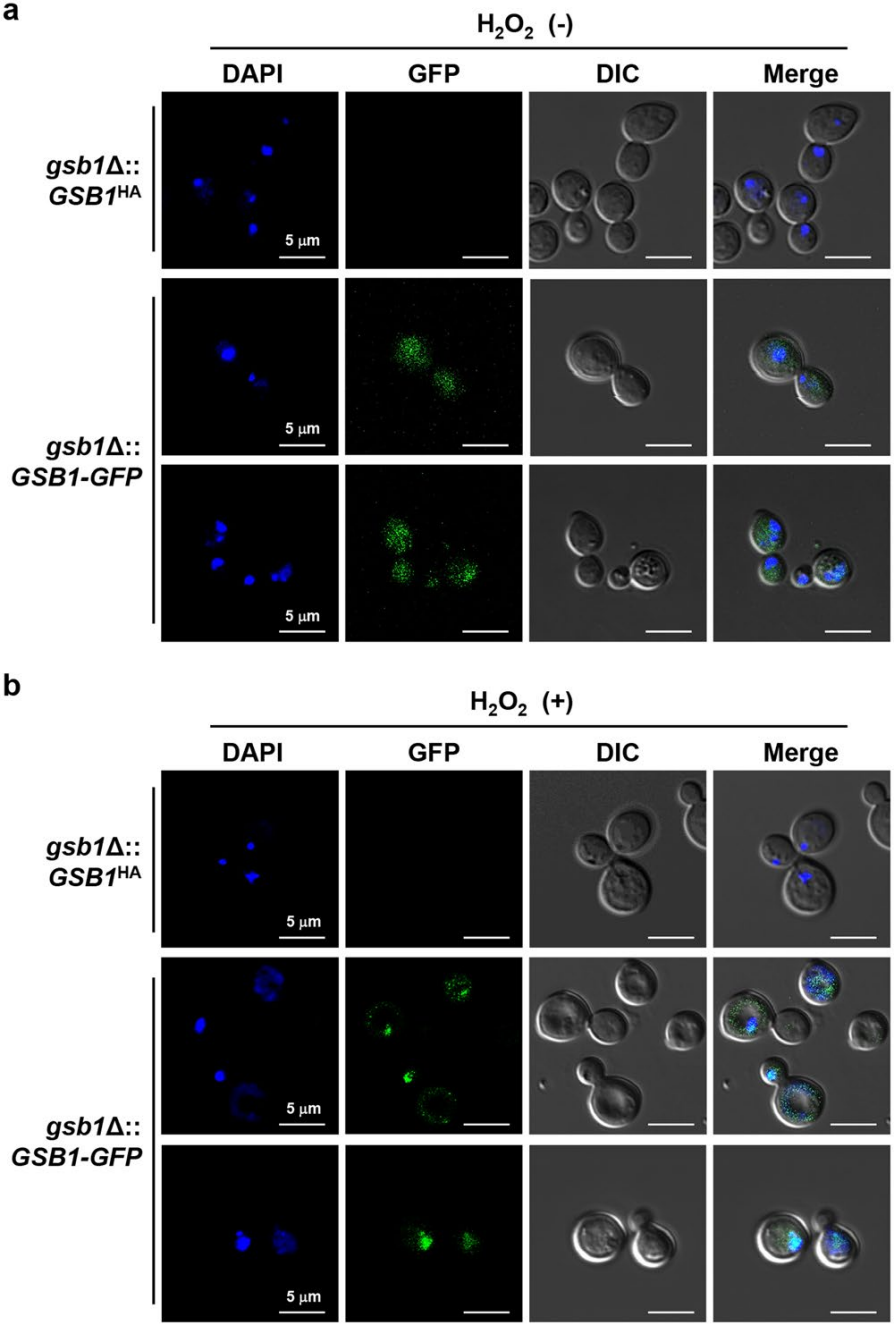
Subcellular localization of Gsb1. (**a**) Under non-stressed condition and (**b**) under oxidative stress condition. The *gsb1*Δ strains containing the Gsb1–GFP fusion vectors, integrated into the terminator region of the *gsb1*Δ deleted allele, were grown to early log phase in YPD or YPD supplemented with 3.5 mM H_2_O_2_ and subjected to confocal microscopy. Nuclei were stained with DAPI and GFP/DAPI merged images were processed by ZEN2011 software (Zeiss).

## Discussion

The ability of an organism to survive and proliferate under various environmental conditions requires many defense responses induced mostly at the transcriptional level. Through a variety of stress-activated signaling cascades, activation of different subsets of target genes in response to different environmental stimuli is regulated by specific TFs. The bZIP proteins are widely found as TFs in eukaryotes and display an array of specific functions. The 12 putative bZIP TFs, which have been analyzed for their function by deletion mutation in *C. neoformans*, include Yap1, Yap4, Yap2, Atf1, HapX, Hxl1 (Bzp1), Bzp3, Bzp4, Bzp5 (CNAG_07940), Clr3 (CNAG_00871), Clr4, and Bdr1 (Supplementary Table S6). In this study, we report a novel bZIP protein, Gsb1, as a TF involved in several cellular processes, including stress responses, sexual development, and virulence in *C. neoformans*. The sequence comparison of the bZIP domain of Gsb1 with those of previously identified ATF/CREB proteins from other organisms as well as those in yeast—Gcn4, Yap1, and Cys3—revealed that the bZIP domain of Gsb1 (N-X7-R/K-X6-L-X6-L-X6-L) carries a lysine residue characteristic of ATF1/CREB1 bZIP family (Supplementary Fig. S8a,b). This indicates that Gsb1 might be closely related to the ATF/CREB bZIP family that contains AP-1 like TFs, such as yeast Yap4^34^. However, no known *S. cerevisiae* homologs were retrieved through Blastp analysis using the entire protein sequence or only the bZIP sequence of Gsb1 as a query, except quite a few homologs in some basidiomycetous fungi. Despite the overall low similarity to Gsb1, *C. albicans* Rca1, a TF of the CO_2_-sensing pathway^35^, showed 36% identity only in its bZIP region (Fig. S8c). Thus, we tested whether Gsb1 is a regulator of carbonic anhydrase (CA) genes, such as *CAN1* (a minor CA) or *CAN2* (a major CA), in *C. neoformans* ^5^, but the expression of *CAN2* did not change in the *gsb1*Δ mutant under ambient air condition (data not shown), indicating that Gsb1 is not involved in the CO_2_-sensing mechanisms.

It is notable that the *gsb1*Δ mutant was highly sensitive to both high (39 °C) and low (16 °C) temperatures (Supplementary Fig. S1b). Recent studies have linked the oxidative stress responses in adaptation to low temperature, proposing that a suboptimal growth temperature raises the intracellular ROS levels and induces antioxidant responses^36^. When we deleted *GSB1* in a mutant lacking *ATF1*, encoding an oxidative-stress-responsive TF^16^, the resultant *gsb1*Δ *atf1*Δ double mutant did not show any enhanced sensitivity to oxidative stressors on YPD plate compared to the single *gsb1*Δ mutant strain. Only a subtle cumulative effect of the double mutation on the sensitivity to oxidative stress was observed under a culture condition using a synthetic medium (Supplementary Fig. S9). Such a minor effect of the deletion of *ATF1* strongly suggested that Gsb1 may play more dominant roles in oxidative stress responses and adaptation of *C. neoformans*. This is in good agreement with the attenuated virulence of the *gsb1*Δ mutant strain (Fig. 7), whereas deletion of *ATF1* did not cause a significant difference in the virulence^15^. Loss of another previously characterized oxidative-stress-responsive TF, Yap1, had no significant effect on virulence^15^. Altogether, the results strongly suggest that Gsb1 is a major TF for oxidative stress responses in *C. neoformans*.

Yeast cells respond to ROS by altering the expression of genes encoding antioxidant defense mechanisms and genes encoding enzymes, which detoxify ROS and repair the resultant cellular damage. Previous studies in *S. cerevisiae* reported that MAPK and other signaling pathways (PKC1-MAPK, TOR, Ras/PKA-cAMP) are involved in the oxidative stress responses to maintain cellular redox homeostasis. The stress-activated signaling cascades are shown to involve the activation of a number of TFs, such as Yap1, Skn7, Rlm1, Msn2/Msn4, and Sfp1, which are required for the expression of a subset of genes counteracting the oxidative stresses^37^. In addition, the cellular responses to oxidative stress involve MAPK-dependent feedback regulation of the actin cytoskeleton, a known target for oxidation^29^. 

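After H2O2, 1916 genes had a ratio of *gsb1*Δ mutant to WT above 2 and 996 a ratio below 0.5 of the 6926 genes with an RPKM above 0 in both samples, against 497 and 272 genes in YPD. The interval of the ratio excluded 1 for 1856 and 972 of these genes. With a threshold of 3 in place of 2 there were 1267 and 329 genes after H2O2. On chromosome 3 the median log2 ratio after H2O2 was 0.63 against 0.10 over the genome, and 235 of the upregulated genes (12.3%) lie there. In both media 137 genes were higher in the *gsb1*Δ mutant by more than 2-fold and 37 were lower. The direction was opposite for others, as 63 genes were higher in YPD and lower after H2O2 and 97 were lower in YPD and higher after H2O2. Among genes with an RPKM of at least 5 in the higher sample, the largest rises after H2O2 were those of CNAG_02691 (chromosome 3, 1005945 to 1007593), with a log2 ratio of 5.58 (95% CI 5.52 to 5.65), CNAG_07835, with 5.52 from 38 reads against 1, CNAG_00162, with 5.46, CNAG_02890, with 5.26, and CNAG_06388, with 5.24. The largest falls were those of CNAG_05161 (chromosome 4, 592842 to 593901), with −3.66 (95% CI −4.44 to −2.97), CNAG_04224, with −3.56, CNAG_00079, with −3.41, CNAG_01075, with −3.41, and CNAG_03238, with −3.40.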

Our RNA-Seq-based transcriptome profiling of the *gsb1*Δ mutant compared with the WT strain in *C. neoformans* revealed that diverse groups of genes appeared to be regulated by Gsb1 under oxidative stress conditions, but a considerable number of genes were also subject to Gsb1 regulation under nonstressed conditions (Figs 3 and 4). 

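Of the TF genes named for Fig. 9, *ASG1* (CNAG_03849, chromosome 2, 1004300 to 1007396) had a log2 response to H2O2 of 0.96 (95% CI 0.88 to 1.04) in the WT strain and 0.48 (95% CI 0.40 to 0.56) in the *gsb1*Δ mutant. *BWC2* (CNAG_02435, chromosome 6, 333926 to 335565) had 0.96 (95% CI 0.91 to 1.00) and −0.31 (95% CI −0.36 to −0.25), and *ECM2201* (CNAG_00883, chromosome 5, 1733696 to 1736643) had 1.04 (95% CI 0.92 to 1.15) and 0.03 (95% CI −0.09 to 0.14). With median-of-ratios scaling the responses in the *gsb1*Δ mutant were 1.47 for *ASG1*, 0.68 for *BWC2* and 1.01 for *ECM2201*, all above 0. *ASG1* and *ECM2201* were then more than 2-fold induced, so whether they count as induced in the *gsb1*Δ mutant depends on the scaling. After H2O2 the log2 ratio of *gsb1*Δ mutant to WT was −0.32 for *ASG1*, −1.08 for *BWC2* and −0.49 for *ECM2201*. In YPD the log2 ratios of the 7 TF genes were 0.30 for *RLM1*, 0.16 for *ASG1*, 0.18 for *BWC2*, 0.09 (95% CI −0.06 to 0.24) for *HAP2*, 0.16 for *GAT201*, 0.62 for *GAT204* and 0.52 for *ECM2201*, and a difference in *HAP2* was not detectable at this depth.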

Notably, we propose that Gsb1 acts as either activator or suppressor of other TFs (Fig. 9): Rlm1 for cell-wall integrity, Asg1 for non-fermentable carbon utilization, Bwc2 for light sensing, Hap2 for mitochondrial homeostasis and function, Gat201 and Gat204 for antiphagocytic functions, and Ecm2201 for ergosterol biosynthesis. Most of these Gsb1-regulated TFs were known to be associated with virulence in a previous study on model-driven mapping of *C. neoformans* transcriptional network^38^. In contrast, Gsb1 may act as activator of the mating process but also as a repressor of cell cycle and mitochondrial ETC to maintain cellular homeostasis under normal cell growth. TFs containing the bZIP domain typically bind DNA as dimers, and the formation of bZIP homo- and heterodimers provides huge combinatorial flexibility during the regulation of transcription^14^. Considering that Gsb1 is involved in inducing or repressing the expression of such diverse sets of genes, it can be speculated that Gsb1 might interact with other bZIP factors to form heterodimers with diverse DNA-binding specificities.

**Figure 9:**
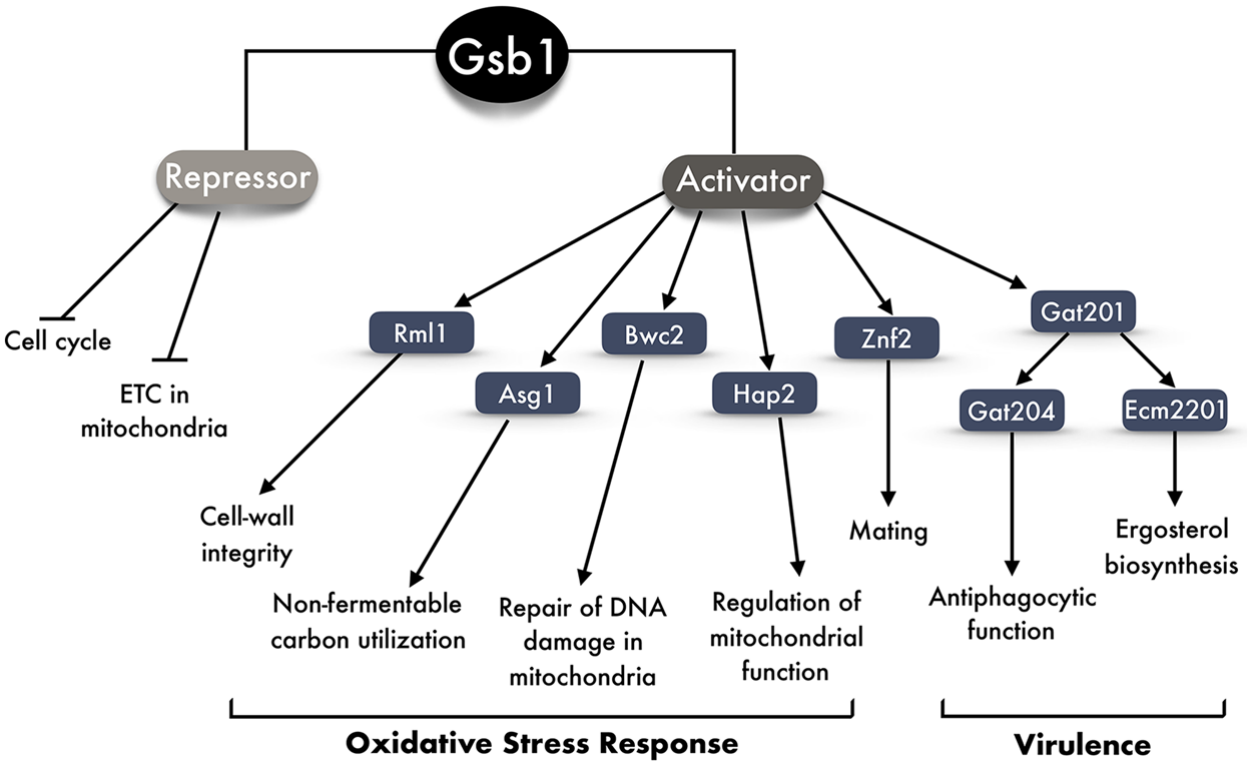
Proposed model of Gsb1’s regulatory roles in *C. neoformans*. Gsb1 is proposed to act as either activator or suppressor of other TFs involved in several cellular processes, such as cell-wall integrity, non-fermentable carbon utilization, mitochondrial homeostasis and function, antiphagocytosis, which are known to be associated with virulence in *C. neoformans*.

Several bZIP TFs were reported as nucleocytoplasmic shuttling proteins, whose subcellular localizations were shown to respond to oxidative stress. The oxidative-stress-specific TFs, such as Yap1 in *S. cerevisiae* and Pap1, a Yap1 ortholog in *Schizosaccharomyces pombe*, were found primarily in the cytoplasm under normal conditions but present in the nucleus only in the presence of oxidative stress^39, 40^. Our data on the subcellular localization of Gsb1 supported the role of Gsb1 as a TF whose function is required not only for inducing the oxidative stress responses but also for maintaining the normal growth of *C. neoformans* under nonstressed conditions. Gsb1 was observed to localize throughout the cell under normal conditions, even though it was exclusively accumulated in the nucleus upon oxidative stress (Fig. 8, Supplementary Fig. S7). The activity of TFs is controlled by several post-translational mechanisms, including ubiquitination, proteolytic processing, and proteasomal degradation as well as by its phosphorylation. Previous studies on bZIP TFs, including Pap1 in *S. pombe* ^40^ and Met4 in *S. cerevisiae* ^41^ indicate that ubiquitin-mediated proteolysis or inactivation is a critical regulator to downregulate uncontrolled function of the bZIP TFs for maintaining cellular homeostasis. The possibility that Gsb1 might be also subjected to post-translational mechanisms, such as ubiquitination and phosphorylation, was indicated by the western blot data of Gsb1^HA^ protein, which showed the presence of smeared protein bands with higher molecular weights under oxidative condition but not under the normal growth condition (Supplementary Fig. S3). Several interesting issues remain to be addressed by further studies, including (i) identification of direct target genes whose promoters interact with Gsb1, (ii) investigation of the presence of interacting partners to form heterodimers with Gsb1, (iii) elucidation of the regulatory mechanisms of differential inactivation of the NES sequence of Gsb1 for nuclear localization.

Human fungal pathogens that infect a host from the natural environment, including *C. neoformans*, should have the capacity to cope with oxidative stress conferred by the host innate immune cells. The oxidative and nitrosative stress regulatory mechanisms in *C. neoformans* appear to be complex and may involve multiple TFs. Our results presented in this study highlight a key role for a novel bZIP protein, Gsb1, in coordinating the expression of various sets of genes involved not only in oxidative stress but also in several other cellular processes, such as mating and cell division. Thereby, modulating the activity of Gsb1 to fine-tune regulation of the oxidative stress responses and cellular homeostasis is an attractive approach to developing new antifungal drug candidates.

## Materials and Methods

### Strains, media, plasmids, and primers

The *C. neoformans* strains used in this study are listed in Supplementary Table S1. Yeast cells were maintained and cultured in YPD medium (1% yeast extract, 2% peptone, 2% glucose). Niger seed medium for melanin production, agar-based Dulbecco’s modified Eagle’s medium for capsule production, and V8 medium for mating were prepared as described previously^32^. The plasmids and primers used in this study are listed in the Supplementary Table S2. Information on genomic DNA sequences for each gene was obtained from the *C. neoformans* serotype A genome database (Duke university/Broad Institute of Harvard).

### Disruption of *C. neoformans* genes encoding the putative bZIP proteins

CNAG_00871 (*CRL3*), CNAG_03976, CNAG_07560 (*GSB1*), CNAG_07940 (*BZP5*) on the *C. neoformans* serotype A H99 (*MAT*α) background were disrupted by using double-joint PCR (DJ-PCR) combined with biolistic transformation as described previously^42^. The first 5′-flankng or 3′-flanking region of each ORF obtained by using the H99 genomic DNA was amplified by PCR using the primer sets detailed in the Supplementary Table S2 (C790/C791 and C815/C793 for CNAG_00871, C820/C821 and C822/C823 for CNAG_03976, C824/C825 and C826/C827 for CNAG_07560, C828/C829 and C830/C831 for CNAG_07940). The dominant selectable marker *NAT* (nourseothricin acetyltransferase) was amplified using pNATSTM#225 and the primer sets M13Fe/B1455 and B1454/C814. The 2.03 kb fusion PCR product of 5′-flanking region of *GSB1* (0.72 kb) and a part of *NAT* marker (1.31 kb), and the 1.42 kb fusion PCR product of 3′-flanking region of *GSB1* (0.76 kb) and a part of *NAT* marker (0.66 kb) were generated by overlap PCR using the primer sets C824/B1455 and B1454/C827, respectively, and the combined templates of the first PCR products. Other DJ-PCR disruption cassettes were obtained by the same procedure. The 2.092-kb fusion PCR product of the 5′-flanking region of CNAG_00871 and the 1.31-kb *NAT* marker, and 1.452-kb fusion PCR product of the 3′-flanking region of CNAG_00871 and the 0.66-kb *NAT* marker were generated by overlap PCR using the primer sets C790/B1455 and B1454/C793, respectively. The 2.233-kb product of the 5′-flanking region of CNAG_03976 and the 1.31-kb *NAT* marker, and 1.412-kb product of 3′-flanking region of CNAG_03976 and the 0.66-kb *NAT* marker were amplified using the primer sets C820/B1455 and B1454/C823, respectively. The 2.105-kb product of the 5′-flanking region of CNAG_07940 and the 1.31-kb *NAT* marker, and 1.367-kb product of 3′-flaking region of CNAG_07940 and 0.66-kb *NAT* marker, were amplified using the primer sets C828/B1455 and B1454/C823, respectively. The *NAT* disruption cassettes were biolistically transformed into the H99 strain. Stable transformants were selected on the YPD medium containing nourseothricin (100 μg/mL), initially screened by diagnostic PCR, and confirmed by Southern blotting (Supplementary Fig. S2).

For the *GSB1* disruption on the background of KN99 (*MAT*a) strain, the 0.47-kb of the *GSB1* promoter was cleaved using NheI/KpnI from pJAFS1–GSB1PT vector, which contains its promoter and terminator, and inserted between the SpeI and KpnI sites of pJAF1 vector, generating pJAF1–gsb1DP1. The pJAF1–gsb11DP2 vector harboring the *gsb1*Δ::*NEO* ^R^ disruption cassette was constructed by insertion of the 0.9-kb fragment containing the 3′ part of the ORF with its 3′-UTR region, amplified using primers C991/992, between the EcoRV and XbaI sites of pJAF1–gsb1DP1. The *gsb1*Δ::*NEO* ^R^ disruption cassette (3.3 kb), amplified by PCR using primers C904/C827 from pJAF1–gsb1DP2, was transformed biolistically into KN99**a** (*MAT* **a**) strain. Stable transformants were selected on the YPD medium containing G418 (200 μg/mL) and confirmed by diagnostic PCR and Southern blotting (Data not shown).

### Construction of *GSB1* complementation and Gsb1-GFP fusion vectors

To generate a *GSB1* complementation vector, the 0.49-kb promoter and 0.98-kb terminator fragments of *GSB1* were amplified by PCR using the primer sets C904/C905 and C906/C907, respectively, using the genomic DNA of strain H99; the products were fused by a second PCR reaction using primers C904/C907. The 1.45-kb fusion PCR product was subcloned into pJAFS1 containing the *NEO* selection marker, generating the plasmid pJAFS1–GSB1PT. The untagged *GSB1* ORF amplified using C908/C909 and the C-terminal HA-tagged *GSB1* ORF amplified by two PCR reactions using C908/911 and C908/C912 were subcloned between NheI and NotI sites of pJAFS1–GSB1PT, resulting in pJAFS1–GSB1R1 and pJAFS1–GSB1R3CH, respectively. The vectors were excised at the single MluI site of the *GSB1* terminator and reintegrated into the native *GSB1* locus of the *gsb1*Δ strain by biolistic transformation. To construct a C-terminal Gsb1–GFP fusion vector, the HindIII/BamHI-digested *GSB1* fragment, amplified using primers C1069/C1070, and the BamHI/NotI*-*digested *GFP* fragment, amplified using primers C11071/C1072, were subcloned into the HindIII/NotI sites of pJAFS1–GSB1R3CH, resulting in pJAFS1–GSB1R6CF. The GFP vectors were digested at the MluI site at the *GSB1* terminator and reintegrated into the native *GSB1* locus of the *gsb1*Δ strain.

### Mitochondrial staining

Mitochondria were stained as described previously with slight modifications^24^. Strains grown in YPD medium at initial OD_600_ = 0.3 for 3 h were incubated for 30 min after addition of MitoTracker Red CMXRos (20 nM final concentration, Invitrogen). Cells were washed twice in 1 × phosphate-buffered saline (PBS) buffer and collected by centrifugation at 300 × *g* for 3 min. Then cells were fixed in 3.7% formaldehyde in a rotator at 25 rpm for 10 min and washed three times in 1 × PBS buffer three times. For 4′,6-diamidino-2-phenylindole (DAPI) staining, an equal volume of cell suspension and PBS buffer containing DAPI (5 μg/mL, Invitrogen) were mixed. Sections were mounted on slides in an antifade medium (Invitrogen) and examined using an inverted confocal microscope (Zeiss LSM700/Axio Scope Z1) equipped with a transmitted light detector T-PMT (Carl Zeiss).

### RNA-Seq analyses

Total RNA was extracted as previously described^13^. Single-stranded cDNA was synthesized using an RnaUsScript reverse transcriptase kit (LeGene Biosciences). RNA sequencing was performed as previously reported using Illumina HiSeq2500^43^. Quality-filtered sequence reads were mapped to the reference genome sequence of *C. neoformans* var. *grubii* H99 (RefSeq assembly accession number GCF_000149245.1) using the CLC Genomics Workbench 5.5 (CLC bio). The relative transcript abundance was calculated by counting the Reads Per Kilobase of exon model per Million mapped reads, RPKM^44^. The processed RNA-seq ORFs were matched with 4,296 annotated gene products from GOProfiler (https://omictools.com/goprofiler-tool) for taxonomy 235443 *C. neoformans* var. *grubii* H99 and analyzed by GOSlimViewer using the Generic GOSlim Set developed by the GO Consortium. Gene ontology (GO) analysis was performed using tools by AgBase^45^. Processed data were deposited in the Gene Expression Omnibus (GEO) database with accession number GSE96543.

### Flow cytometry

For flow cytometry, *C. neoformans* cells were stained using the SYTOX Green as described previously^46^. Yeast cells were fixed in 70% ethanol with slow mixing for 1 h at RT, washed in 1 mL distilled water, and incubated in 0.5 mL RNase solution (2 mg/mL in 50 mM Tris-HCl, pH 8.0, 15 mM NaCl, used after boiling for 15 min) for 3 h at 37 °C. Cells were then collected, incubated in 0.2 mL protease solution (5 mg/mL pepsin, 4.5 μL/mL HCl) for 30 min at 37 °C. After centrifugation, yeast cells (5 × 10^7^ cells/mL) were resuspended in 50 mM Tris-HCl, pH 7.5. The cell suspension (25 μL) was mixed with 1 mL SYTOX Green solution (1 μM SYTOX Green in 50 mM Tris-HCl, pH 7.5; Molecular Probes), sonicated briefly, analyzed on a FACSCalibur System (BD Biosciences) at 488-nm excitation. The SYTOX fluorescence data were analyzed using Flowing software 2.5.1 (Cell Imaging Core, Turku Centre for Biotechnology, Finland).

### Virulence analysis

Capsule and melanin production levels were measured as described previously^47, 48^. Animal studies were conducted in Chung-Ang University Animal Experiment Center III facility, and were approved by the Ministry of Food and Drug Safety (MFDS, Korea). All experiments were performed in accordance with relevant guidelines and regulations. Six-week-old female A/JJmsSlc mice (Japan SLC, Inc., 18–22 g) were used in this study. For infection, strains were cultured in YPD medium overnight at 24 °C, washed twice in sterile PBS, and resuspended in sterile PBS at 2 × 10^6^ cells per mL. Dilutions of the cells were plated onto YPD medium and incubated at 24 °C for 72 h to determine viability. Ten mice per strain were anesthetized using Zoletil (Virbac Pty. Ltd) and infected via intranasal instillation with 10^5^ cells (in 50 µL). Survival was monitored twice daily, and moribund mice were euthanized using CO_2_. The Kaplan–Meier survival curves were generated using Prism 5.02 (GraphPad Software), and *P* values were calculated using the Mantel–Cox Log-rank test.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: A novel bZIP protein, Gsb1, is required for oxidative stress response, mating, and virulence in the human pathogen Cryptococcus neoformans
**Source:** Sci Rep. 2017 Jun 22;7:4044. doi: 10.1038/s41598-017-04290-8
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **A novel bZIP protein, Gsb1, is required for oxidative stress response, mating, and virulence in the human pathogen *Cryptococcus neoformans***

Seon Ah Cheon<sup>1,2</sup>, Eun Jung Thak<sup>1</sup>, Yong-Sun Bahn<sup>3</sup>, and Hyun Ah Kang<sup>1\*</sup>

\*Correspondence e-mail: 

## **Contents**

**Supplementary Figures S1-S9**

**Supplementary Tables S1-S6**

## Supplementary Figure 1

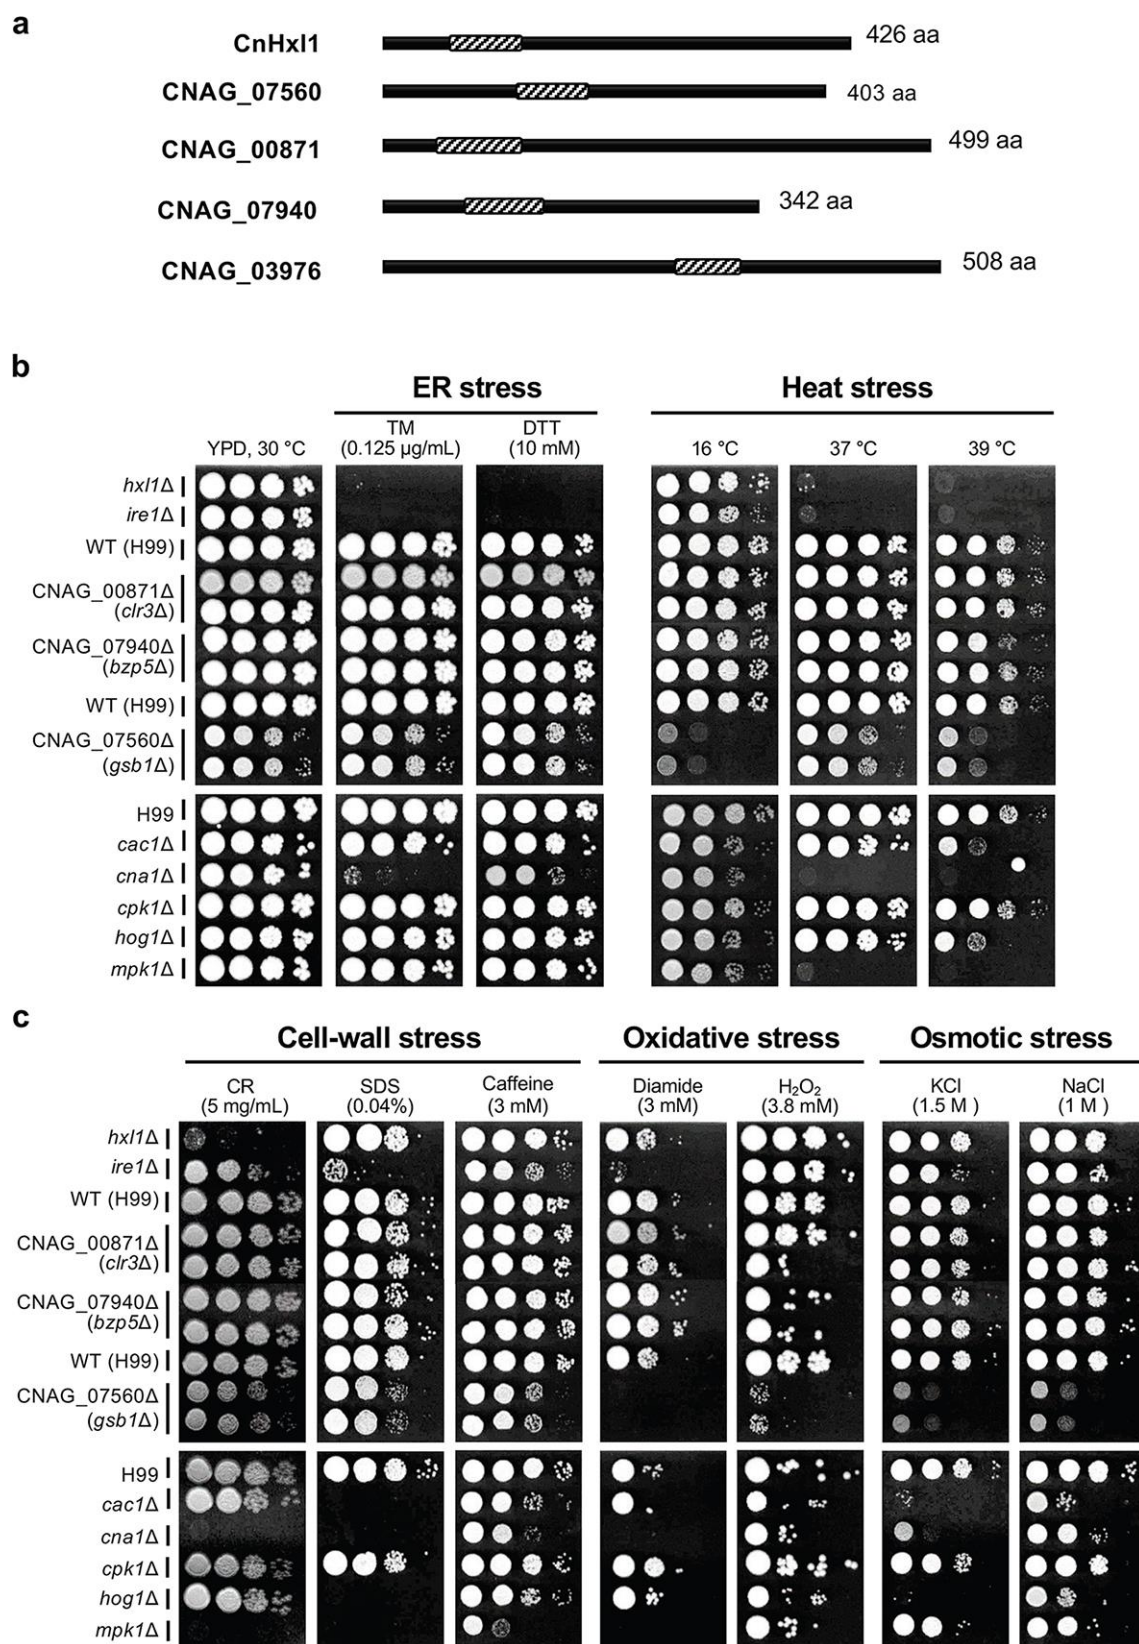

**Fig. S1. Identification and comparative analysis of *C. neoformans* putative bZIP proteins.**

(a) Identification of the *C. neoformans* putative bZIP proteins carrying the bZIP domain with similarity to that of Hac1/Xbp1. The bZIP domain was analyzed using the SMART tool<sup>1</sup>. Amino acid (aa); bZIP domain (hatched box). (b) Growth analysis of the deletion mutants of putative bZIP under various stress conditions. For comparative analysis, the new bZIP deletion mutants constructed in this study (CNAG\_00871Δ, CNAG\_07940Δ, and CNAG\_07560Δ) were spotted with the UPR mutants (*hxl1*Δ and *ire1*Δ) and the oxidative-stress-sensitive mutants (*cac1*Δ, *cna1*Δ, *cpk1*Δ, *hog1*Δ, and *mpk1*Δ), which were previously characterized (Supplementary Table S1). Yeast cells, grown in YPD overnight, were washed in distilled water twice, diluted serially, and spotted on YPD media containing various stressors at the indicated concentrations, and then incubated for 4 days at 30 °C. For heat stress, *C. neoformans* cells were cultivated at 16 °C, 30 °C, or 37 °C, respectively.

## Supplementary Figure 2

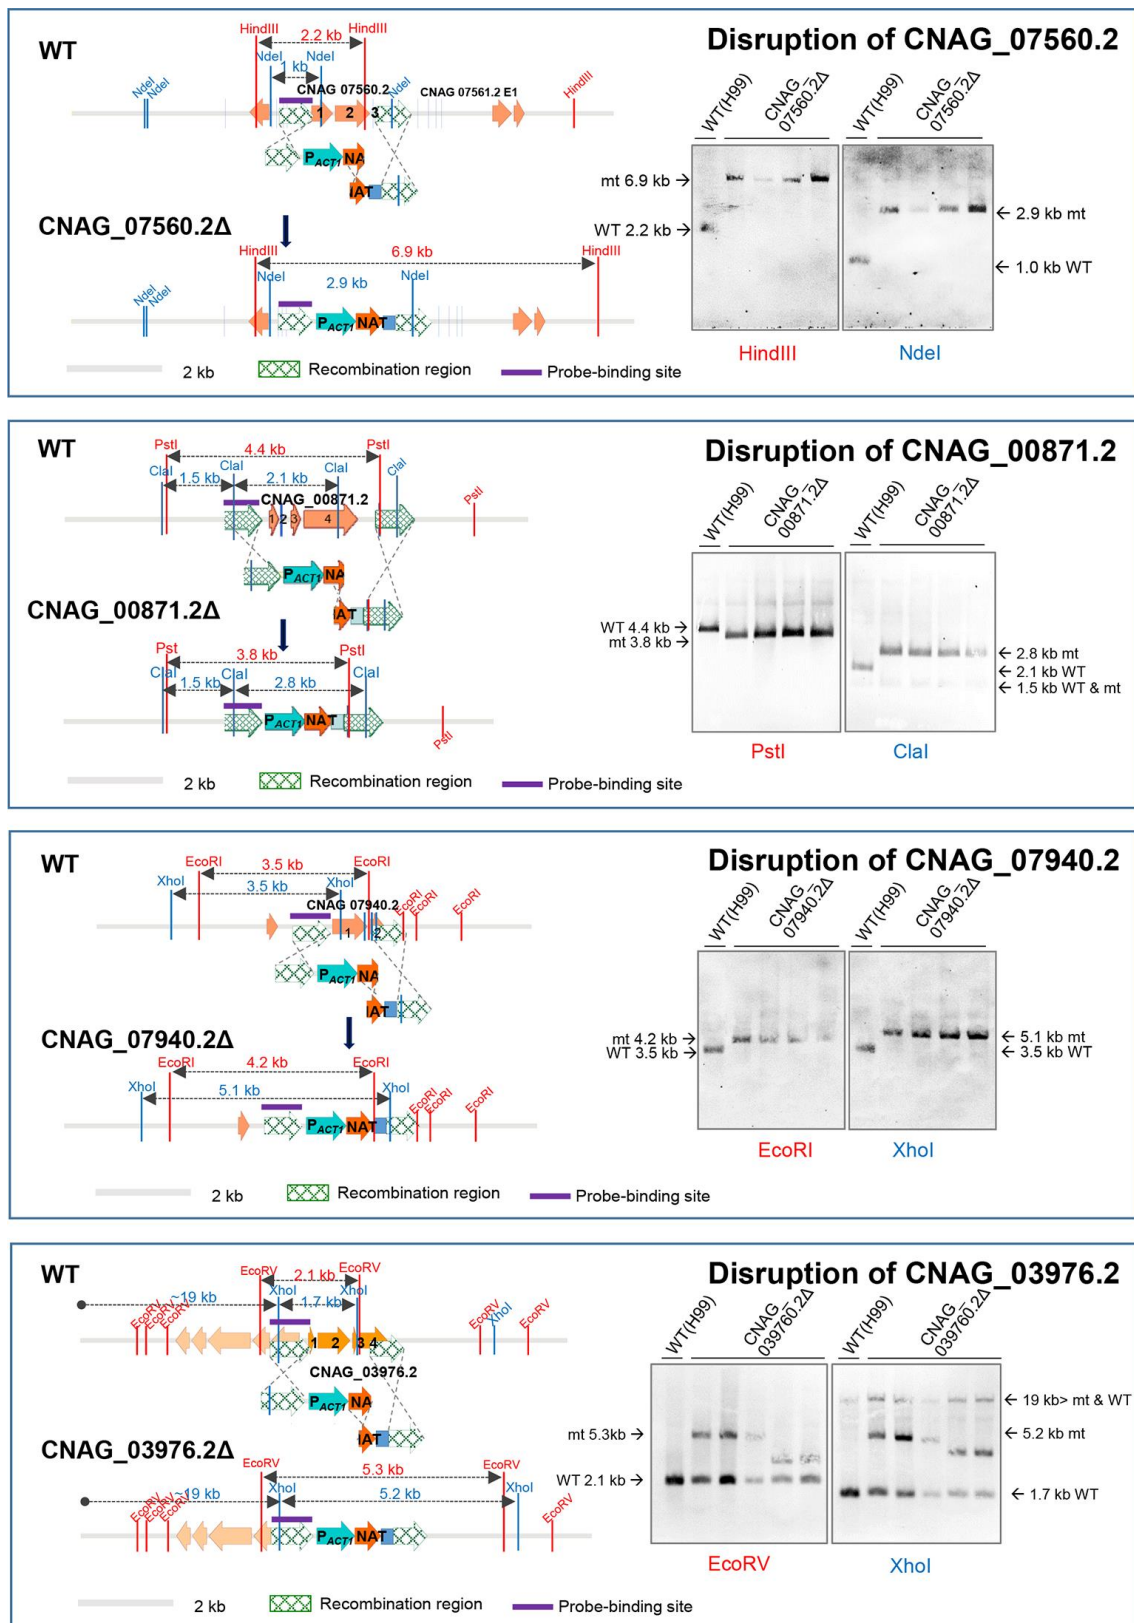

**Fig. S2. Disruption of the putative *C. neoformans* bZIP genes and validation by Southern blotting.**

### Supplementary Figure 3

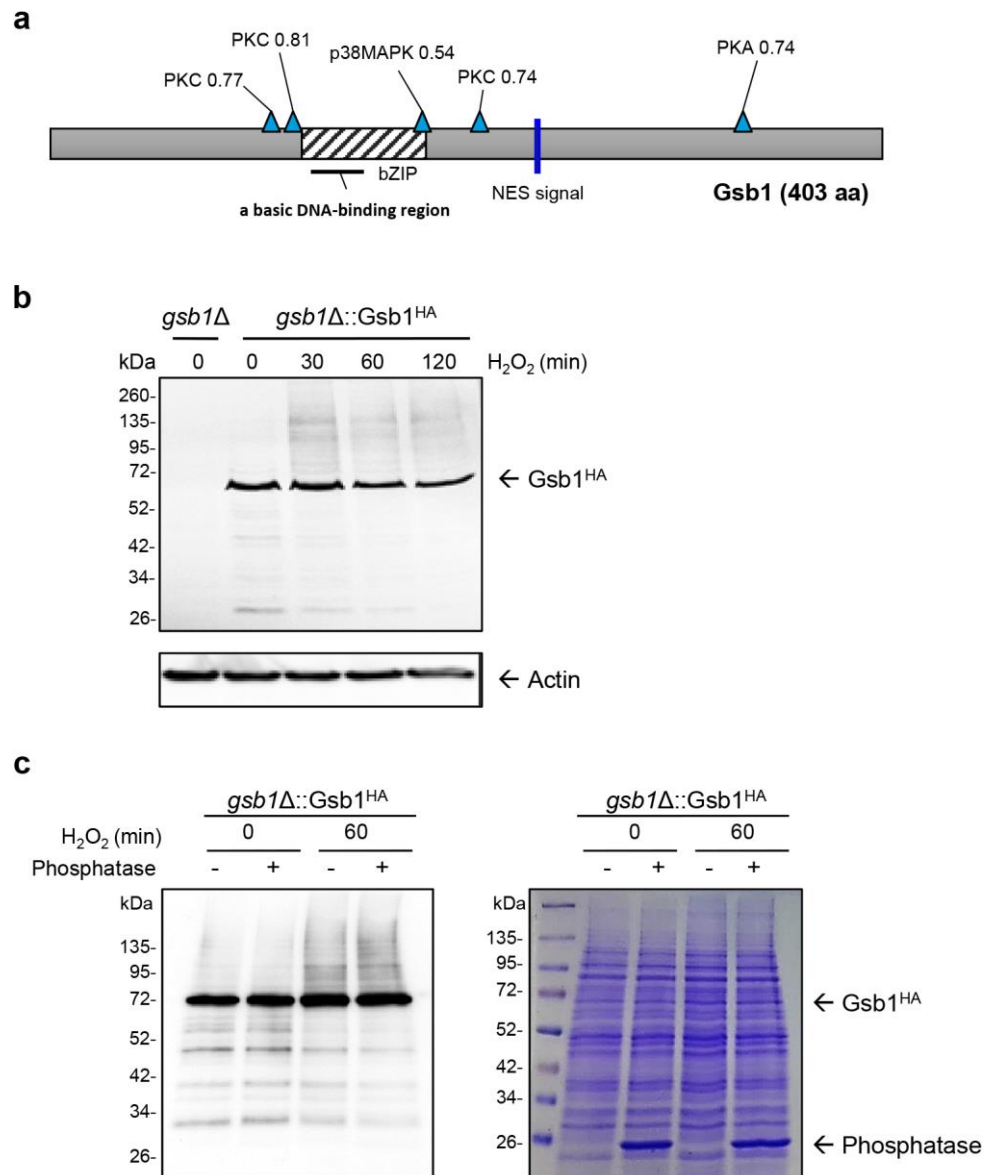

**Fig. S3. Structural and expression analyses of *C. neoformans* Gsb1 protein.** (a) Domain analysis of HA-tagged Gsb1 protein. The 21 putative phosphorylation sites (18 serine residues, 3 threonine residues) were predicted by using the NetPhosYeast 1.0. The putative kinase phosphorylation sites involved in cell-wall integrity pathway, such as PKC, PKA, and p38MAPK (Hog1), are indicated by arrowheads and a correlation coefficient score. (b) Expression analysis of Gsb1<sup>HA</sup> protein. *C. neoformans* cells were grown in YPD medium to

early exponential phase, exposed to 3.5 mM H<sub>2</sub>O<sub>2</sub>, and collected in time-course (0, 30, 60, 120 min). Total proteins were prepared with phospho-protein extraction buffer (50 mM Tris-HCl [pH 7.5], 1% [wt/vol] sodium deoxycholate, 5 mM sodium pyrophosphate, 10 mM sodium orthovanadate, 50 mM NaF, 0.1% [wt/vol] SDS, and 1% [vol/vol] Triton X-100) and analyzed by western blotting with monoclonal rat anti-HA antibody (Roche) and anti-beta actin antibody (ab8224, Abcam) as a loading control. (c) Phosphatase treatment analysis of Gsb1<sup>HA</sup> protein. Total proteins were extracted, treated with or without protein phosphatase (24 unit/μg of total proteins, New England BioLabs) in the reaction buffer for 1 hr at 30 °C as described previously<sup>2</sup>, and subjected to western blot analysis. Left panel (western blot), right panel (Coomassie blue staining).

## Supplementary Figure S4

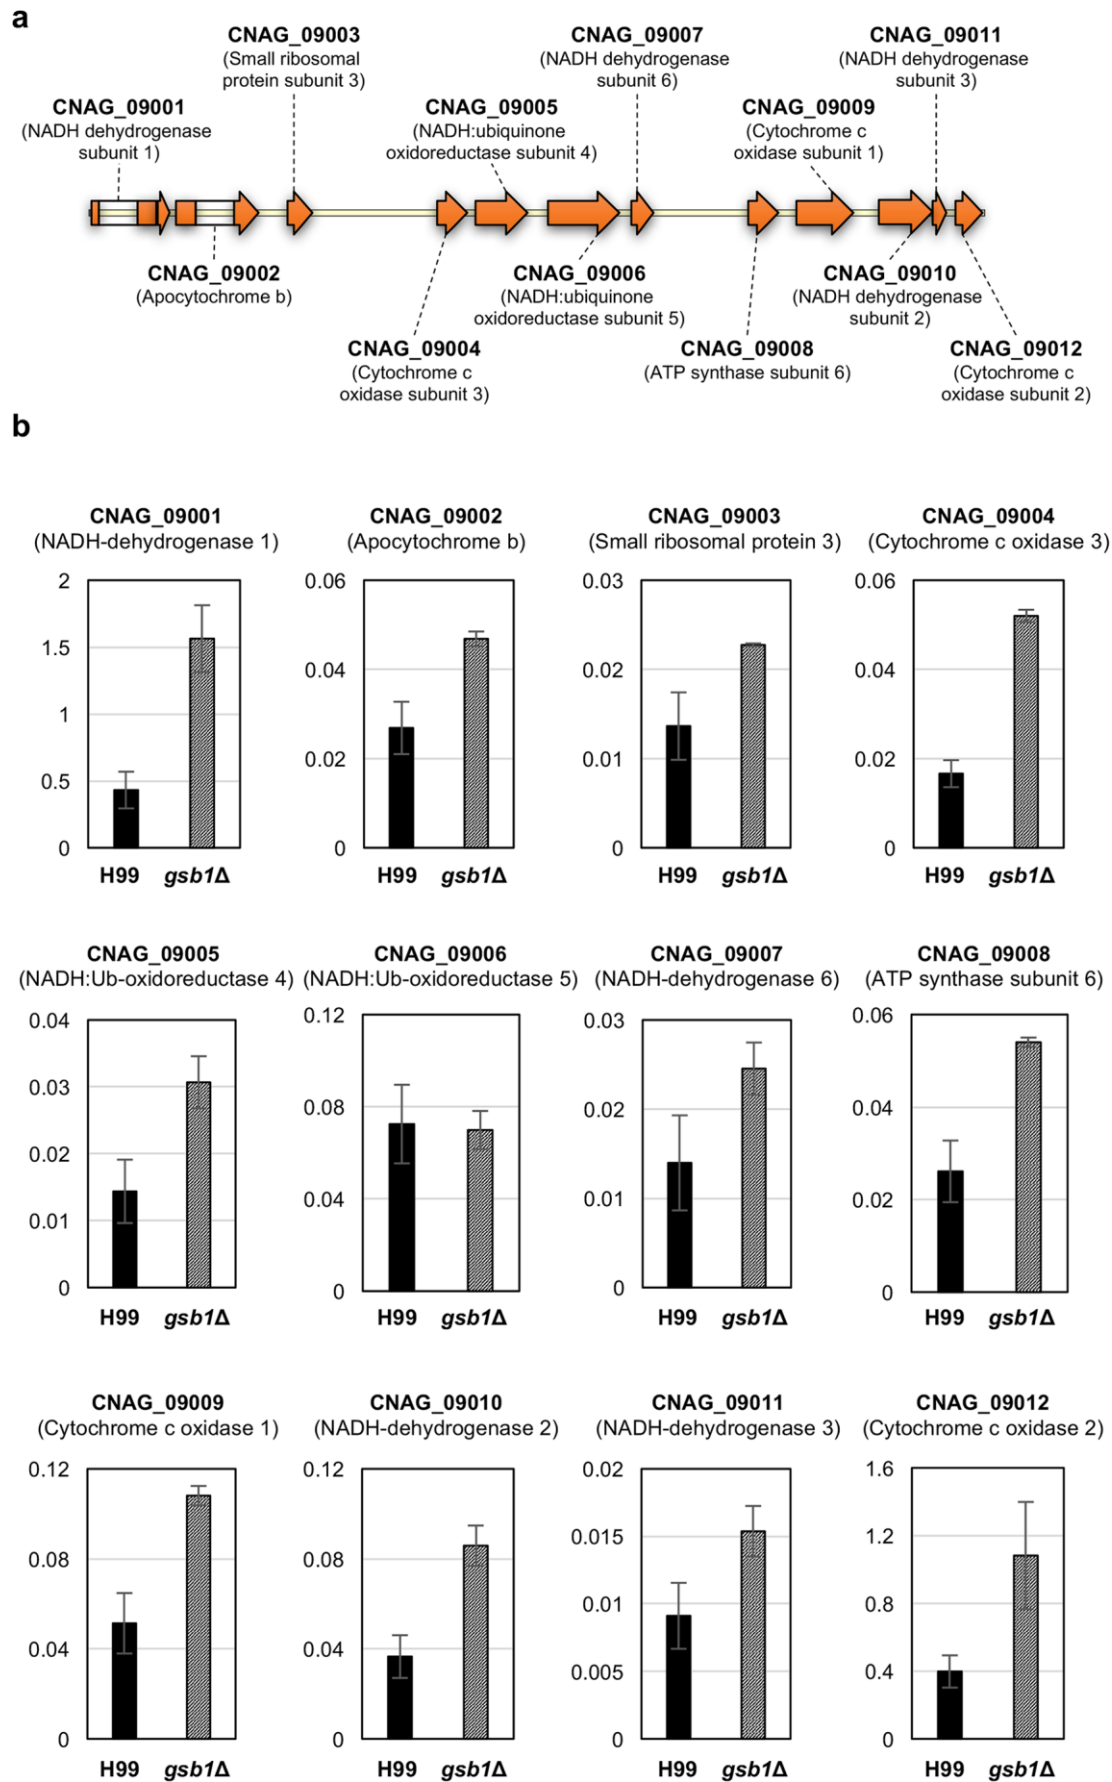

**Fig. S4. Validation of up-regulated expression of mitochondrial genes in the *C. neoformans gsb1Δ* strain by quantitative RT-PCR (qRT-PCR) analysis.** (a) Structural organization of mitochondrial genome of *C. neoformans* var. *grubii* H99 (Accession number CP003834). (b) qRT-PCR analysis of *C. neoformans* mitochondrial gene expression. Total RNAs were extracted as previous described<sup>3</sup> from the H99 and *gsb1Δ* strains, grown in YPD to early exponential phase. cDNAs were prepared from total RNAs using a RnaUsScript reverse transcriptase (LeGene Biosciences) and subjected to qRT-PCR with the primers for twelve mitochondrial genes listed in Supplementary Table S2. qRT-PCR was performed in duplicate for the mixture of two independent cDNA samples using SYBR Premix Ex Taq (Tli RNaseH Plus) (Takara) and CFX96<sup>TM</sup> Real-Time PCR detection system (Bio-Rad). Normalized fold expression ( $\Delta\Delta C(q)$ ) was calculated with the CFX manager software using *GAPDH* as a reference gene.

## Supplementary Figure 5

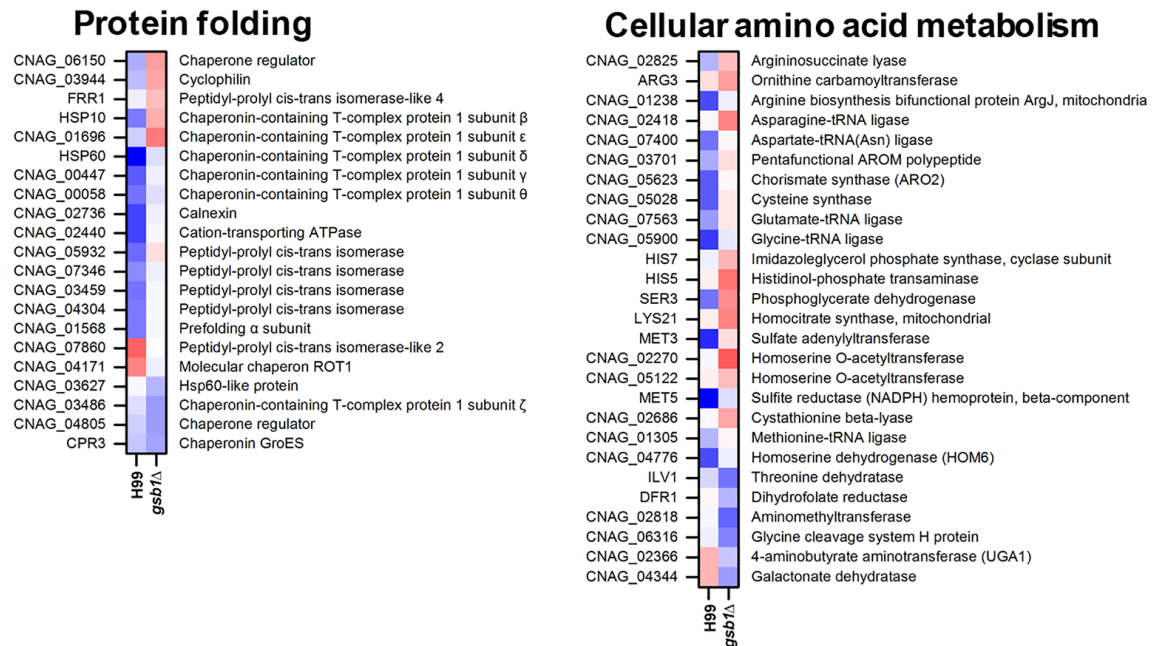

**Fig. S5. Representative functional categories of *C. neoformans* genes with more repressed expression in the *gsb1Δ* than in WT under H<sub>2</sub>O<sub>2</sub>-induced oxidative stress condition. The differential gene expression was analyzed based on RNA-Seq data.**

## Supplementary Figure 6

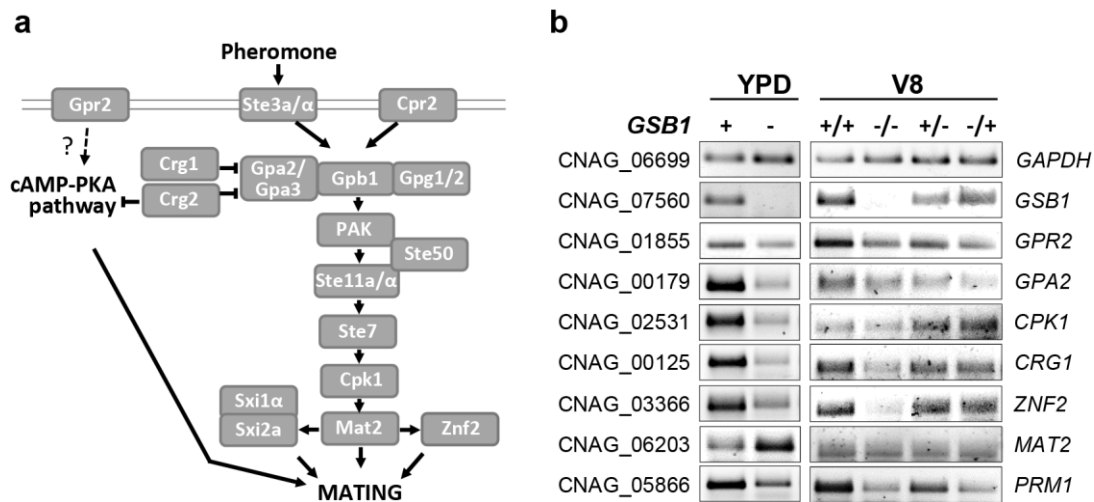

**Fig. S6. Expression analysis of genes involved in the mating-related signaling pathway of *C. neoformans*.** (a) Proposed pheromone response pathway in *C. neoformans*, which is modified from Kozubowski and Heitman<sup>4</sup>. (b) Semi-quantitative reverse transcriptase-polymerase chain reaction (RT-PCR) analysis of genes associated with the mating-related signaling pathway under normal cultivation and mating conditions. For normal cultivation condition, cDNA was prepared from MAT $\alpha$  WT (H99) and MAT $\alpha$  *gsb1* $\Delta$  strains cultivated upto early exponential phase in YPD. For mating condition, cDNA was prepared from cells cultivated in V8 medium. In detail, the MAT $\alpha$  WT (H99), MAT $\alpha$  WT (KN99), MAT $\alpha$  *gsb1* $\Delta$  and MAT $\alpha$  *gsb1* $\Delta$  strains were grown in YPD medium for 16 h at 30 °C and then washed with distilled water three times. Equal numbers of MAT $\alpha$  and MAT $\alpha$  cells ( $5 \times 10^7$  cells) were mixed, spreaded on V8 mating medium (pH 5), and harvested after incubation in the dark at room temperature for 20 h. Semi-quantitative RT-PCR was conducted out using serially diluted cDNA with Maxime™ PCR PreMix (i-Taq) (iNtRON Biotechnology) with the primers listed in Supplementary Table S2.

Supplementary Figure S7

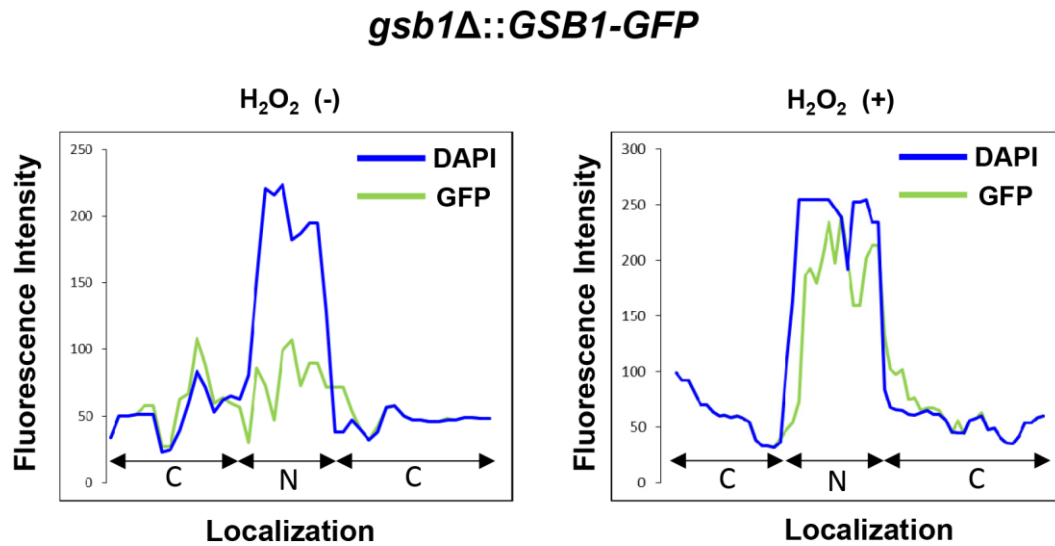

**Fig. S7. Representative localization image of Gsb1-GFP protein in *C. neoformans* cultivated without and with H<sub>2</sub>O<sub>2</sub>.** Images of Gsb1-GFP protein expressed in *C. neoformans* cells (Fig. 8) were analyzed using NIS-Elements image analysis software (Nikon), and one of representative images was shown (C: cytoplasm, N: Nucleus).

## Supplementary Figure 8

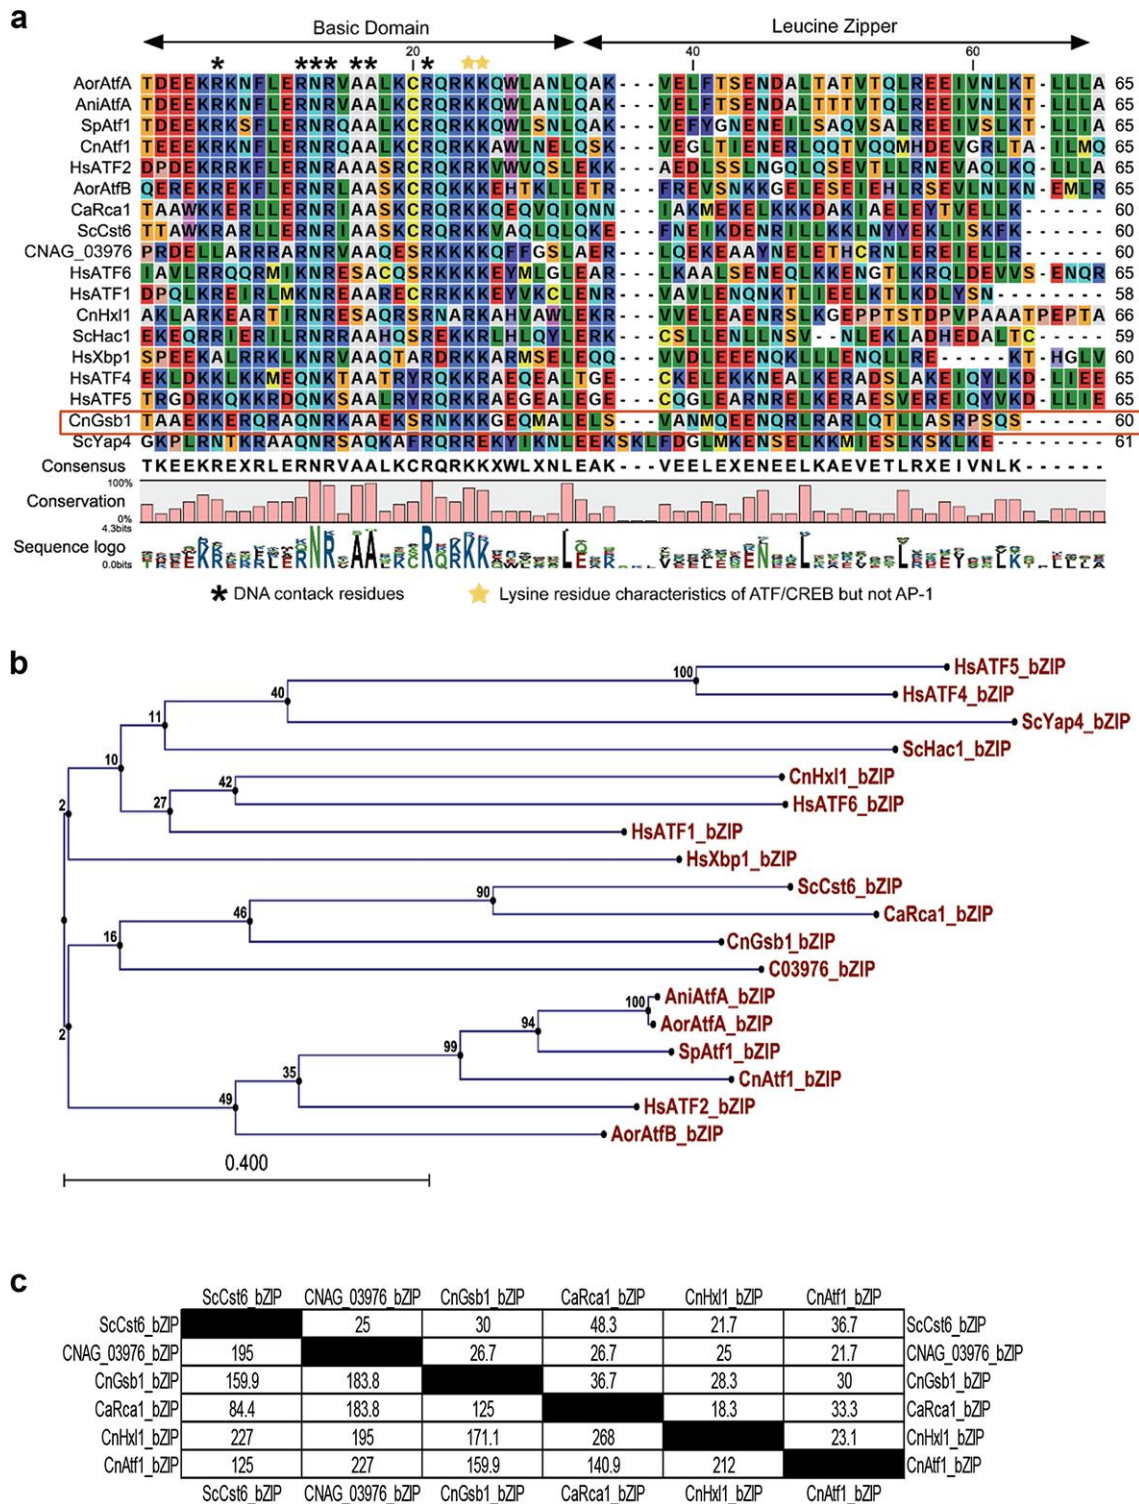

**Fig. S8. *C. neoformans* Gsb1 bZIP domain.** (a) Alignment of bZIP domains observed in Gsb1 and ATF/CREB, and AP-1-like homologs from several fungi and mammals. The DNA-binding

domain of the bZIP domain is boxed. (b) Phylogenic tree analysis of Gsb1-related bZIP proteins. (c) *C. neoformans* Gsb1 bZIP domain. Alignment of the bZIP domains observed in Gsb1 and ATF/CREB, and AP-1-like homologs from several fungi and mammals.

## Supplementary Figure 9

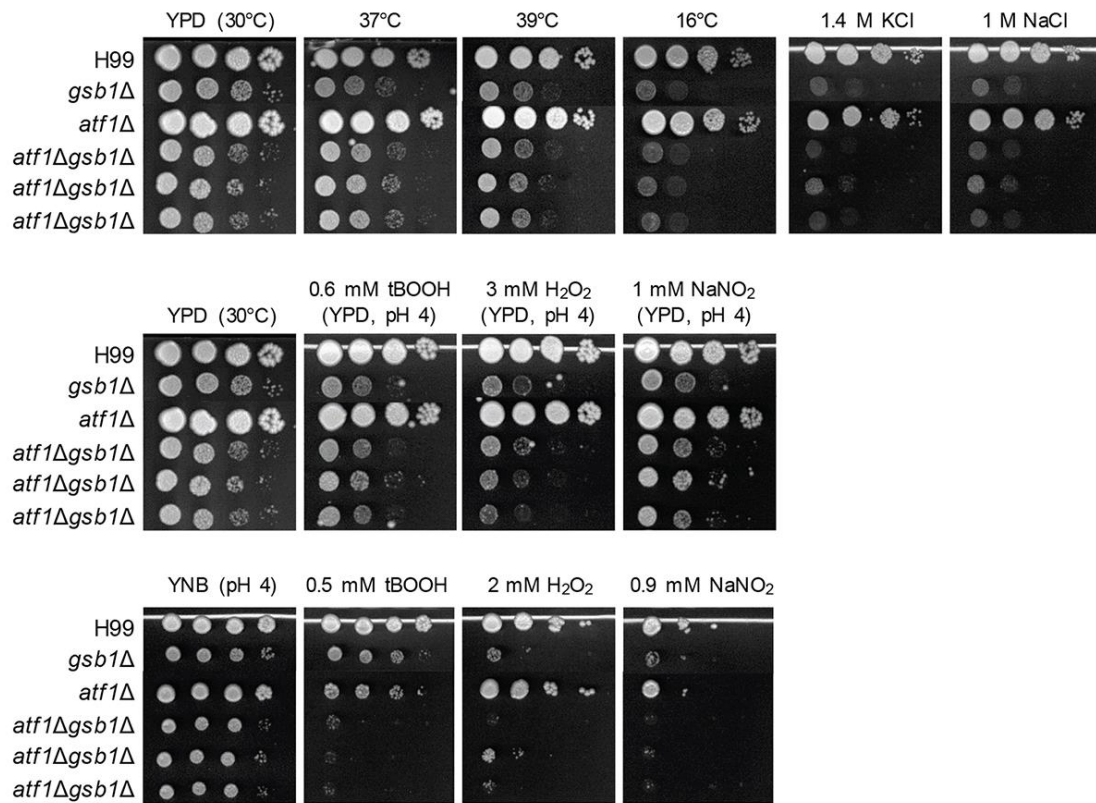

**Fig. S9. Analysis of growth phenotype of the *atf1Δ gsb1Δ* double-deletion strains.** Strains grown in YPD medium overnight were washed in sterile distilled water twice, resuspended to  $10^7$  cells/mL, diluted serially by 10-fold, and spotted onto solid YPD or YNB growth plates containing various stress reagents at indicated concentrations.

**Supplementary Table S1.** Strains used in this study

**Supplementary Table S2.** Plasmids and Primers used in this study

\*Each *NAT-STM#* indicates the Nat<sup>r</sup> marker with a unique signature tag.

**Supplementary Table S3.** List of *C. neoformans* genes upregulated by more than two-fold under normal conditions

**Supplementary Table S4.** List of upregulated or downregulated *C. neoformans* genes involved in the mating pathway and mating process under normal growth conditions

**Supplementary Table S5.** Differentially regulated genes between WT and *gsb1Δ* under H<sub>2</sub>O<sub>2</sub>-induced oxidative stress condition

**Supplementary Table S6.** Putative *C. neoformans* bZIP proteins

<sup>1</sup>Domain search was carried out by ExPasy Prosite scan analysis.

BZIP: Basic leucine-zipper (bZIP) domain profile

BZIP\_BASIC: Basic leucine-zipper (bZIP) domain signature

CAP\_GLY\_2: CAP-Gly domain profile

<sup>2</sup>BZIP keyword and domain search results from *C. neoformans* H99 Database in this study

## References

- 1 Letunic, I., Doerks, T. & Bork, P. SMART: recent updates, new developments and status in 2015. *Nucleic Acids Res.* **43**, D257-260, doi:10.1093/nar/gku949 (2015).
- 2 Yang, D. H. *et al.* Rewiring of signaling networks modulating thermotolerance in the human pathogen *Cryptococcus neoformans*. *Genetics* **205**, 201-219, doi:10.1534/genetics.116.190595 (2017).
- 3 Cheon, S. A. *et al.* Unique evolution of the UPR pathway with a novel bZIP transcription factor, Hxl1, for controlling pathogenicity of *Cryptococcus neoformans*. *PLoS Pathog.* **7**, e1002177, doi:10.1371/journal.ppat.1002177 (2011).
- 4 Kozubowski, L. & Heitman, J. Profiling a killer, the development of *Cryptococcus neoformans*. *FEMS Microbiol. Rev.* **36**, 78-94, doi:10.1111/j.1574-6976.2011.00286.x (2012).
- 5 Perfect, J. R., Ketabchi, N., Cox, G. M., Ingram, C. W. & Beiser, C. L. Karyotyping of *Cryptococcus neoformans* as an epidemiological tool. *J. Clin. Microbiol.* **31**, 3305-3309 (1993).
- 6 Nielsen, K. *et al.* Sexual cycle of *Cryptococcus neoformans* var. *grubii* and virulence of congeneric **a** and  $\alpha$  isolates. *Infect. Immun.* **71**, 4831-4841, doi:10.1128/iai.71.9.4831-4841.2003 (2003).
- 7 Kojima, K., Bahn, Y. S. & Heitman, J. Calcineurin, Mpk1 and Hog1 MAPK pathways independently control fludioxonil antifungal sensitivity in *Cryptococcus neoformans*. *Microbiology* **152**, 591-604, doi:152/3/591 [pii] 10.1099/mic.0.28571-0 (2006).
- 8 Bahn, Y. S., Hicks, J. K., Giles, S. S., Cox, G. M. & Heitman, J. Adenylyl cyclase-associated protein Aca1 regulates virulence and differentiation of *Cryptococcus neoformans* via the cyclic AMP-protein kinase A cascade. *Eukaryot. Cell* **3**, 1476-1491, doi:10.1128/EC.3.6.1476-1491.2004 (2004).

- 9     Bahn, Y. S., Kojima, K., Cox, G. M. & Heitman, J. Specialization of the HOG pathway and its impact on differentiation and virulence of *Cryptococcus neoformans*. *Mol. Biol. Cell* **16**, 2285-2300, doi:E04-11-0987 [pii]10.1091/mbc.E04-11-0987 (2005).
- 10    Bahn, Y. S., Geunes-Boyer, S. & Heitman, J. Ssk2 mitogen-activated protein kinase kinase kinase governs divergent patterns of the stress-activated Hog1 signaling pathway in *Cryptococcus neoformans*. *Eukaryot. Cell* **6**, 2278-2289, doi:10.1128/EC.00349-07 (2007).
- 11    Kim, M. S. *et al.* Comparative transcriptome analysis of the CO<sub>2</sub> sensing pathway via differential expression of carbonic anhydrase in *Cryptococcus neoformans*. *Genetics* **185**, 1207-1219, doi:10.1534/genetics.110.118315 (2010).
- 12    Kim, M. S., Kim, S. Y., Yoon, J. K., Lee, Y. W. & Bahn, Y. S. An efficient gene-disruption method in *Cryptococcus neoformans* by double-joint PCR with NAT-split markers. *Biochem. Biophys. Res. Commun.* **390**, 983-988, doi:10.1016/j.bbrc.2009.10.089 (2009).
- 13    Fraser, J. A., Subaran, R. L., Nichols, C. B. & Heitman, J. Recapitulation of the sexual cycle of the primary fungal pathogen *Cryptococcus neoformans* var. *gattii*: implications for an outbreak on Vancouver Island, Canada. *Eukaryot. Cell* **2**, 1036-1045 (2003).
- 14    Jung, K. W. *et al.* Systematic functional profiling of transcription factor networks in *Cryptococcus neoformans*. *Nat. Commun.* **6**, 6757, doi:10.1038/ncomms7757 (2015).
- 15    Paul, S., Doering, T. L. & Moye-Rowley, W. S. *Cryptococcus neoformans* Yap1 is required for normal fluconazole and oxidative stress resistance. *Fungal Genet. Biol.* **74**, 1-9, doi:10.1016/j.fgb.2014.10.015 (2015).
- 16    Brown, J. C. *et al.* Unraveling the biology of a fungal meningitis pathogen using chemical genetics. *Cell* **159**, 1168-1187, doi:10.1016/j.cell.2014.10.044 (2014).

- 17 Jung, W. H. *et al.* HapX positively and negatively regulates the transcriptional response to iron deprivation in *Cryptococcus neoformans*. *PLoS Pathog.* **6**, e1001209, doi:10.1371/journal.ppat.1001209 (2010).
- 18 Missall, T. A. & Lodge, J. K. Function of the thioredoxin proteins in *Cryptococcus neoformans* during stress or virulence and regulation by putative transcriptional modulators. *Mol. Microbiol.* **57**, 847-858, doi:10.1111/j.1365-2958.2005.04735.x (2005).
- 19 Jung, K. W. *et al.* Unraveling fungal radiation resistance regulatory networks through the genome-wide transcriptome and genetic analyses of *Cryptococcus neoformans*. *MBio* **7**, e01483-01416, doi:10.1128/mBio.01483-16 (2016).

How the deposited data were processed for this re-analysis (not part of the article)

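Transcript levels were measured by RNA-Seq in 4 samples: the WT H99 strain and the *gsb1*Δ mutant in YPD, and both strains after 1 h with 1 mM H2O2. Each condition has 1 library, so the spread between replicates is unknown and no test across conditions was possible. The authors sequenced the libraries on an Illumina instrument, mapped the filtered reads to the H99 reference genome with CLC Genomics Workbench and deposited a table of 6980 genes for each sample. In these tables the authors give RPKM values, which are reads on the exons of a gene divided by the exon length and by the reads of the library. The deposited tables also hold counts without normalization, as the unique reads and the total reads of each gene. Computed from the values, the library total behind the RPKM was 1.02 and 1.04 times the sum of the gene reads in the YPD samples of the WT strain and the *gsb1*Δ mutant and equal to that sum in both H2O2 samples. The product of RPKM, exon length and library total was a whole number of reads for 100% of the genes in each sample, and these exon reads were used for the intervals. Reads of a gene beyond its exon reads are called reads outside exons, which is read from the values and is not stated with them.

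The gene reads totalled 35598354, 38794011, 28870186 and 23886759 in WT YPD, *gsb1*Δ mutant YPD, WT H2O2 and *gsb1*Δ mutant H2O2. The median gene had 1769, 2226, 539 and 579.5 exon reads in the same order, and 88, 69, 303 and 237 genes had fewer than 10. All intervals of ratios and shares are 95% Clopper-Pearson intervals. Where a gene had 0 reads, the RPKM of 3 reads is given as a floor, although genes with fewer reads above 0 have values below it. These intervals and floors cover counting error only, because the reads carry no molecular identifiers. Intervals of list medians are binomial intervals of order statistics across genes.

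Ratios of RPKM were formed between the *gsb1*Δ mutant and the WT strain in YPD and in H2O2 and between H2O2 and YPD in each strain, for genes above 0 in both samples and without a pseudocount. A gene was counted as changed when its ratio was above 2 or below 0.5, the threshold of the paper. Gene lists were those of Supplementary Tables S3, S4 and S5 and the 12 mitochondrial genes of Fig. S4. The median of a list was placed among the medians of 10000 random lists, each gene being drawn from the 100 genes nearest to it in mean expression. Such a percentile describes these libraries, and for lists that the study chose by their change it shows only that choice. Correlations across genes are descriptions, since genes are not replicates.

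The genes named singly were *GSB1*, every gene the results text names from the RNA-Seq data, the mitochondrial genes of Fig. S4, the TF genes of Fig. 9, at most 3 genes at each end of each supplementary list, and the 5 genes at each end of the *gsb1*Δ mutant to WT ratios in YPD and in H2O2 among genes with an RPKM of at least 5 in the higher sample. Positions are those of the deposited tables. Of the listed genes, 6892 were found by locus tag in the present reference annotation, 262 of them with the same start and end. That annotation holds no gene products, so lists by product name were made only within Supplementary Table S5, and the GO enrichment was not computed because no GO annotation was used here.

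The alternatives were a minimum RPKM of 1, a minimum of 10 reads, pseudocounts of 0.1 and 1 RPKM, median-of-ratios scaling over the 4 samples, TMM scaling of the counts by edgeR, fold thresholds of 1.5 and 3, unique reads, and an interval of the ratio that excludes 1. After the data had been seen, the sum of gene reads as library total and the total reads of a gene in place of its exon reads were added. The counting and the intervals were tested on simulated data. In 20 simulated pairs of libraries with 200 changed genes, the lowest share of changed genes recovered was 98%, the median number of unchanged genes counted as changed was 22.5, and 95.4% of the intervals held the true ratio. The simulated reads varied by counting error only, the assumption of the intervals, and every simulated change was 3-fold or larger. These values therefore test the computation and say nothing of the spread between cultures or of changes near 2-fold. Of 300 random lists, 5.67% fell under the percentile 5 and 8.33% above the percentile 95. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16.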

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

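Of the tests below, those on counting error, mitochondrial DNA in the mitochondrial genes, the reads of ND6, the uniqueness of reads, the residual *GSB1* reads and the opposite directions were chosen only after the result was seen. With 1 library per condition, none of the differences below was tested against the spread between cultures.

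A larger share of the gene reads lay outside exons in the *gsb1*Δ mutant than in the WT strain, in data the paper does not report. It was 1.30% against 0.647% in YPD and 1.67% against 1.13% in H2O2. Without the 100 genes with the most such reads, the share in YPD was still 2.12 times that of the WT strain, so a few genes do not account for the larger share in YPD. After H2O2, where that test was not run, leaving out CNAG_04084 alone brought the shares to 1.33% and 1.10%, so that gene accounts for most of the difference there. The mean density of reads outside exons was 10.2 times higher in the top quartile of expression than in the bottom quartile in the *gsb1*Δ mutant in YPD, which does not tell DNA from RNA, since unspliced RNA of any library follows expression. The density added in the *gsb1*Δ mutant over the WT strain in YPD was 11.1 times higher in the top quartile of WT expression than in the bottom quartile, against DNA as the source of the added reads, which would not follow expression. Among 5959 nuclear genes the median share rose 2.51 times, and 5098 of them had a larger share in the *gsb1*Δ mutant, against a change in which genes are expressed. For YPD, slower splicing or longer life of unspliced RNA in the *gsb1*Δ mutant is a hypothesis that remains, but a difference in library preparation was not tested and cannot be told apart from it.

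In H2O2, 82203 reads of CNAG_04084 (chromosome 2, 1582631 to 1584222) lay outside its exons in the *gsb1*Δ mutant, 20.6% of all such reads of that library, against 10392 in the WT strain and 131 and 90 in YPD in the *gsb1*Δ mutant and the WT strain. Its exon reads in the *gsb1*Δ mutant were 183 after H2O2 and 333 in YPD. The span shares 0 bases with any other listed gene, and 100% of its reads match only that place, so neither an overlapping listed gene nor a second copy accounts for the reads. A transcript that the gene list does not hold is a candidate explanation, which the read counts alone cannot test. Without this gene the share of reads outside exons after H2O2 was 1.33% in the *gsb1*Δ mutant and 1.10% in the WT strain.

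ND6 had 1 exon read in the WT strain and 6 in the *gsb1*Δ mutant in YPD, and 3298 and 1349 after H2O2, a signal for which the paper gives no value. In the WT strain 100% of these reads match only that place. The other 11 mitochondrial genes rose as well in the WT strain, with a pooled log2 ratio of 2.44 (95% CI 2.19 to 2.70), against 12.02 (95% CI 9.54 to 17.32) for ND6. The ratio of the 2 rises, 763, rests on 1 read of ND6 in YPD and is not precise, but the intervals do not overlap, so the general rise accounts for only part of the rise of ND6. How the libraries differ in their capture of this transcript was not tested, and no explanation was singled out.

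*GSB1* had 37 exon reads in the *gsb1*Δ mutant in YPD and 77 after H2O2, above the floor of 3 reads, although the gene is deleted. Of the reads after H2O2, 100% match only that place. Relative to the WT strain the level was 2.79% in YPD and 17.3% after H2O2, and the second ratio was 6.18 times the first, which a fixed share of WT reads or cells in both libraries would not give. A part of the gene that remains in the deleted strain, or a share of WT reads that differs between the libraries, cannot be told apart here.

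Of the 12 mitochondrial genes of Fig. S4, 7 are also in the list for Fig. 4f, which gives their response to H2O2 in each strain. The pooled log2 ratio of *gsb1*Δ mutant to WT was 1.28 in YPD and −0.89 after H2O2, a difference of 2.18 that was not tested. The lower bound of the interval in YPD was 1.02, against counting error as the reason for the rise in YPD. Among the 11 genes with at least 500 bases of exon, the highest density of reads in YPD was 40.4 times the lowest above 0 in the *gsb1*Δ mutant and 30.7 times in the WT strain, which does not tell DNA from RNA. The highest density added in the *gsb1*Δ mutant over the WT strain was 6.50 times the median added density, against DNA as the source of the added reads, which would add to the genes alike. With median-of-ratios scaling the YPD ratio was 1.18 and the H2O2 ratio −1.10, and without ND6 the H2O2 ratio was −0.43, so the directions depend neither on this scaling nor on ND6. The median share of reads outside exons over nuclear genes rose 2.51 times from the WT strain to the *gsb1*Δ mutant in YPD. A source common to both rises in YPD was therefore not ruled out. After H2O2 the share of all gene reads outside exons was larger in the *gsb1*Δ mutant, at 1.67% against 1.13%, mostly through CNAG_04084. Without that gene it was 1.33% against 1.10%, still larger, while the mitochondrial ratio was below 0. The share of all gene reads and the mitochondrial ratio therefore did not move together there. The median share over nuclear genes was not examined after H2O2. A biological cause may exist but is a hypothesis. The point values of 10 single genes had opposite signs in YPD and H2O2. The intervals excluded 0 in both media for CO3, ND5 and ATP6, and in at least 1 medium the interval held 0 for the others. The untested differences of the log2 ratios were those of CNAG_09002 (1.57), CNAG_09003 (2.15), CO3 (2.11), ND4 (2.02), ND5 (1.75), ND6 (3.44), ATP6 (2.43), ND2 (3.41), ND3 (1.89) and CO2 (1.29). The responses of ND3 to H2O2 also had opposite signs in the 2 strains, with the same difference, from 3, 3, 5 and 1 reads.

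In 4 of the 8 panels of Fig. 4 the median log2 response to H2O2 was above 0 in the WT strain and below 0 in the *gsb1*Δ mutant, with differences of 0.76 for cell-wall remodeling, 1.29 for protein glycosylation, 1.19 for oxidation-reduction and 1.53 for signal transduction. In the 2 panels of Fig. S5 the point values had the reverse signs, with differences of −2.40 for protein folding and −1.93 for amino acid metabolism. Only for oxidation-reduction did the intervals of both medians exclude 0. The interval held 0 in the *gsb1*Δ mutant for cell-wall remodeling (−0.31, 95% CI −1.19 to 0.76), protein glycosylation (−0.34, 95% CI −1.07 to 0.11), protein folding (0.00, 95% CI −0.25 to 0.67) and amino acid metabolism (0.61, 95% CI −0.20 to 1.38), and in the WT strain for signal transduction (0.53, 95% CI −0.21 to 0.68), so the opposite directions of these 5 panels are not established. These differences between strains were not tested. With median-of-ratios scaling 1 of the 4 panels of Fig. 4 still had opposite signs. This was signal transduction, whose median in the *gsb1*Δ mutant was then −0.016, close to 0, so its fall below 0 depends on scaling by total reads nearly as much as that of the other 3. The smaller response of the *gsb1*Δ mutant remained in all 4. The study chose these genes for this contrast, so the pattern in the lists is no separate evidence for it.

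Single genes with responses to H2O2 of opposite directions in the 2 strains were *GSB1* (difference −2.63), *CCP1* (1.37), *BWC2* (1.26) and *MET3* (−4.60). Those with opposite directions of the *gsb1*Δ mutant to WT ratio in YPD and H2O2 were *RLM1* (1.2), *HAP2* (1.75), *GAT201* (1.12), *GAT204* (1.03), *ASG1* (0.48), *BWC2* (1.26) and *ECM2201* (1.01). None of these differences was tested. With median-of-ratios scaling the responses of *CCP1* and *BWC2* in the *gsb1*Δ mutant were 0.66 and 0.68 and that of *GSB1* in the WT strain 0.28, so their opposite directions depend on the scaling. The ratio of *HAP2* in YPD, whose interval held 0, was −0.014 with that scaling, so its direction in YPD is not established.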

How the results depend on the processing

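The comparisons, thresholds and alternatives were set before the data were examined, except that the sum of gene reads as library total and the total reads of a gene in place of its exon reads were chosen after seeing the data. No paired analysis was possible because each condition has 1 library. Results with no replicates were held against their 95% intervals, and counts of genes against 1.5 times the count.

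Of 56 results other than single genes, 20 stayed within these limits under every alternative. They include the counts of genes induced in the WT strain but not in the *gsb1*Δ mutant, which ranged from 465 to 738, and of genes repressed in the WT strain but not in the *gsb1*Δ mutant, from 569 to 963. They also include the median difference between the WT and *gsb1*Δ mutant responses of all 10 panels, which kept its direction in each. The study chose the genes of these panels for their change, so the stable direction is no separate evidence for the contrast.

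Fold thresholds of 1.5 and 3 in place of 2 gave 1306 and 137 genes up and 643 and 78 down in the *gsb1*Δ mutant in YPD, which a threshold moves by its definition. In H2O2 the threshold of 3 gave 1267 up and 329 down and that of 1.5 gave 1856 down, and the threshold of 3 gave 669 genes induced in the *gsb1*Δ mutant.

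Median-of-ratios and TMM scaling, given in this order, took the genes induced in the WT strain to 2339 and 2174, those induced in the *gsb1*Δ mutant to 1988 and 1947, and those repressed in the *gsb1*Δ mutant to 1986 and 2040. The scaling factors show why, since those of the H2O2 samples were 0.665 and 0.766 against 1.41 and 1.52 in YPD with median-of-ratios scaling, which shifts every response upward. The median responses of panels in the WT strain became 1.95 and 1.79 for cytoskeleton organization, 2.04 and 1.88 for protein glycosylation, 1.97 and 1.82 for proteolysis, 1.82 and 1.66 for oxidation-reduction, 1.62 and 1.46 for signal transduction, 2.11 and 1.95 for regulation of transcription and −0.23 and −0.39 for amino acid metabolism. With median-of-ratios scaling alone that of protein folding moved to −1.31. In the *gsb1*Δ mutant they became 1.07 and 1.03 for cytoskeleton organization, 1.26 and 1.22 for proteolysis, 1.19 and 1.15 for mitochondria, −0.016 and −0.054 for signal transduction, 1.22 and 1.18 for regulation of transcription, 0.99 and 0.95 for protein folding and 1.60 and 1.56 for amino acid metabolism, and they reversed to 0.68 and 0.64 for cell-wall remodeling, 0.65 and 0.61 for protein glycosylation and 0.52 and 0.48 for oxidation-reduction. The pooled log2 ratio of the mitochondrial genes after H2O2 became −1.10 and −1.01, and the median of the Table S3 genes 1.07 and 1.04. The median of the genes that Table S3 places under cell cycle became 0.99 and 0.96, and that of nitrogen compound metabolism with TMM scaling 1.01. The RPKM of *GSB1* with median-of-ratios scaling was 19.1 and 0.496 in YPD and 23.2 and 3.47 after H2O2, in the WT strain and the *gsb1*Δ mutant.

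Single-gene ratios that reversed under median-of-ratios and TMM scaling were those of CO1 in H2O2 (−0.12 and −0.037), *HAP2* in YPD (−0.014 and −0.047), the WT response of *GSB1* (0.28 and 0.12) and the *gsb1*Δ mutant responses of *CCP1* (0.66 and 0.63), *BWC2* (0.68 and 0.64), *MET5* (0.56 and 0.52) and *HSP60* (0.65 and 0.61). With the sum of gene reads as library total the *gsb1*Δ mutant response of *ECM2201* was −0.035 and the *gsb1*Δ mutant median of protein folding −0.060, and with total gene reads that median was −0.0025, all near 0. For CO1, *HAP2* and *ECM2201* the interval already held 0.

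A pseudocount of 1 RPKM moved the median of the Table S3 genes to 1.06, those of its genes of cell cycle and nitrogen compound metabolism to 0.97 and 1.01, that of the mitochondrial genes in YPD to 0.29, and the correlation of the responses to r = 0.81 and rho = 0.80. Apart from the shift by the scaling factors, the cause was not tested. For the 129 single-gene ratios, 829 of 1010 values under the alternatives stayed within their interval, 166 moved outside it without a change of direction and 15 reversed. Depth limits the mitochondrial genes, where CO2, ND3, ND4, ND6 and CNAG_09003 had intervals in YPD that hold 0 and ND1 had no reads. Under the minimum RPKM of 1, CO1 and CO3 are the only mitochondrial genes with a value in YPD.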

Differences from the paper's values

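Of 503 ratios of RPKM values in Supplementary Tables S3 to S5, 501 were within 1% of the ratios computed here and 2 were more than 1.5 times apart. Both are ratios of *CHS5* (CNAG_05818). For the response to H2O2 in the WT strain the paper gives 1.344 and the value here is 0.731, and for the response in the *gsb1*Δ mutant the paper gives 0.31 and the value here is 0.169. Of the alternatives set before the data were examined, median-of-ratios scaling (1.56 and 0.334) and TMM scaling (1.39 and 0.326) gave values less than 1.5 times apart from the paper's, and the minimum RPKM of 1 (0.731 and 0.169), the pseudocounts of 0.1 (0.733 and 0.172) and 1 RPKM (0.744 and 0.198) and unique reads (0.731 and 0.169) did not. The sum of gene reads as library total and total gene reads, chosen after seeing the values, did not either. The paper's table gives *CHS5* RPKM values of 15.072 in the *gsb1*Δ mutant in YPD and 27.703 in the WT strain after H2O2, where the values here are 27.7 and 15.1, so each of the paper's 2 values equals, to 3 digits, the value here of the other sample.

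The legend of Fig. S5 describes its genes as more repressed in the *gsb1*Δ mutant than in the WT strain under H2O2, the reverse of the paper's text. The median log2 response of the genes of protein folding was −2.40 in the WT strain and 0.00 in the *gsb1*Δ mutant, and that of the genes of amino acid metabolism −1.32 and 0.61.

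The paper's text counts ND1, ND3, ND4, ND6 and CO2 among the mitochondrial genes upregulated in the *gsb1*Δ mutant in YPD. The paper bases this on qRT-PCR (Fig. S4) as well, which was not compared here. The RNA-Seq reads are too few to speak for or against it. In the RNA-Seq values ND1 had 0 reads in both YPD samples. The point values of the other 4 genes have the paper's direction, but their intervals hold 0, with a log2 ratio of 0.58 (95% CI −1.78 to 3.27) for ND3, 1.09 (95% CI −0.17 to 2.49) for ND4, 2.43 (95% CI −0.62 to 7.95) for ND6 and 0.46 (95% CI −0.48 to 1.43) for CO2.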

Other observations

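Of the tests below, those of the fall of the median gene after H2O2 and that of a stretch of chromosome 3 were chosen only after the result was seen. Every pattern here was found and tested in the same 4 libraries.

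The paper does not compare the number of genes that differ between the strains in the 2 media. It was 2912 after H2O2 and 769 in YPD. With the YPD libraries thinned to the total depth of the H2O2 libraries in 20 draws, the median count in YPD was 770, so total depth does not account for the difference. The thinning did not match the reads per gene. The exon reads of the median gene were 539 and 579.5 after H2O2 and 1769 and 2226 in YPD (WT strain and *gsb1*Δ mutant). After H2O2 the interval of the ratio excluded 1 for 1856 of the 1916 genes higher in the mutant and 972 of the 996 lower. Among genes with an RPKM of at least 1 the count after H2O2 was 3.85 times that in YPD, and with median-of-ratios scaling 4.22 times, so neither low values nor that scaling accounts for the difference. A weaker or slower response of the *gsb1*Δ mutant is a candidate explanation. Across genes the *gsb1*Δ mutant to WT log2 ratio after H2O2 had an r of −0.62 with the WT response. The 2 quantities share the WT value after H2O2, which lowers r by itself, and r with the *gsb1*Δ mutant response, which shares the *gsb1*Δ mutant value, was −0.09. The interquartile range of the log2 responses was 3.34 in the WT strain and 2.43 in the *gsb1*Δ mutant. With 1 time point, a slower response cannot be told apart from a weaker one, and the spread between cultures is unknown.

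The median gene fell after H2O2, with a log2 response of −1.10 in the WT strain and −1.05 in the *gsb1*Δ mutant. The 100 genes with the most reads after H2O2 held 7.68% of the exon reads in YPD and 40.5% after H2O2 in the WT strain, and 9.08% and 36.3% in the *gsb1*Δ mutant. With these genes left out of the totals the median in the WT strain was −0.49, so they account for part of the fall but not for all of it. With the sum of gene reads as library total it was −1.13, so the definition of the library total does not account for it. Whether the RNA content of the cells changed was not tested, nor was a difference in growth stage or handling between the media.

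On chromosome 3 the genes were higher in the *gsb1*Δ mutant than in the WT strain. The median log2 ratio of its 596 genes in YPD was 0.48, which is 0.35 above the median of all genes, and the farthest of the other chromosomes lay at −0.061 from it. The limit of 0.5 set for an extra chromosome was not reached in YPD, so an extra copy in all cells, as the reason for the genes that differ in YPD, was not borne out. After H2O2 the distance of chromosome 3 was 0.53, past the limit of 0.2 set there for an extra copy in part of the cells and past 0.5 as well, and the farthest of the others lay at −0.14. The chromosome was split into 30 groups of neighbouring genes, of 20 genes each except the last, which held 12. In YPD 29 of them had a median more than 0.1 above that of all genes, so the rise is not limited to a stretch. Among genes with at least 100 exon reads in both samples the distance in YPD was 0.34, so few reads do not account for it. A candidate explanation is an extra copy of chromosome 3 in part of the *gsb1*Δ mutant cells. If reads followed copy number, the distances would correspond to an extra copy in 27.1% of the cells in YPD and 44.8% after H2O2. Whether the distances in the 2 media differ was not tested. Without DNA reads this remains a hypothesis, and regulation of the chromosome's genes by other means was not tested. *GSB1* itself lies on this chromosome. Of the genes more than 2-fold upregulated in YPD, 81 lie on it and 416 do not, so most of the upregulated genes lie on other chromosomes.

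Whether the *gsb1*Δ mutant in YPD resembles a strain under H2O2 was tested by the correlation across genes of its log2 ratio to WT in YPD with the responses to H2O2. With the response of the *gsb1*Δ mutant r was 0.0429, and this pair shares the *gsb1*Δ mutant value in YPD, which lowers r by itself. With the response of the WT strain, which shares the WT value in YPD and thereby raises r, it was 0.31. Because the shared values move the 2 correlations in opposite directions, neither shows how strong the resemblance is.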
